# A systems biology approach uncovers a gene co-expression network associated with cell wall degradability in maize

**DOI:** 10.1371/journal.pone.0227011

**Published:** 2019-12-31

**Authors:** Clément Cuello, Aurélie Baldy, Véronique Brunaud, Johann Joets, Etienne Delannoy, Marie-Pierre Jacquemot, Lucy Botran, Yves Griveau, Cécile Guichard, Ludivine Soubigou-Taconnat, Marie-Laure Martin-Magniette, Philippe Leroy, Valérie Méchin, Matthieu Reymond, Sylvie Coursol

## Abstract

Understanding the mechanisms triggering variation of cell wall degradability is a prerequisite to improving the energy value of lignocellulosic biomass for animal feed or biorefinery. Here, we implemented a multiscale systems approach to shed light on the genetic basis of cell wall degradability in maize. We demonstrated that allele replacement in two pairs of near-isogenic lines at a region encompassing a major quantitative trait locus (QTL) for cell wall degradability led to phenotypic variation of a similar magnitude and sign to that expected from a QTL analysis of cell wall degradability in the F271 × F288 recombinant inbred line progeny. Using DNA sequences within the QTL interval of both F271 and F288 inbred lines and Illumina RNA sequencing datasets from internodes of the selected near-isogenic lines, we annotated the genes present in the QTL interval and provided evidence that allelic variation at the introgressed QTL region gives rise to coordinated changes in gene expression. The identification of a gene co-expression network associated with cell wall-related trait variation revealed that the favorable F288 alleles exploit biological processes related to oxidation-reduction, regulation of hydrogen peroxide metabolism, protein folding and hormone responses. Nested in modules of co-expressed genes, potential new cell-wall regulators were identified, including two transcription factors of the group VII ethylene response factor family, that could be exploited to fine-tune cell wall degradability. Overall, these findings provide new insights into the regulatory mechanisms by which a major locus influences cell wall degradability, paving the way for its map-based cloning in maize.

## Introduction

Maize (*Zea mays*) is one of the most important staple crops, providing carbohydrates, proteins, lipids and vitamins for billions of people. It also serves as an important energy resource for ruminant animal. Indeed, maize silage is largely used for cattle feeding during winter and summer seasons, as well as a complementary resource with high-energy content in cow diets during the year [1]. Thus, improved feeding value is a key target of silage maize breeding.

Investigations with sheep in digestibility crates have shown that silage maize energy value is first related to cell wall degradability [2], which refers to the complex characteristics of cell wall to protect its carbohydrates from degradation by enzymes [3–6]. Importantly, *in vivo* cell wall degradability ranges from 36 to 60% in silage maize [2]. Correlatively, a similar two-fold variation was observed for *in vitro* cell wall degradability, which varies from 25 to 50% when determined as neutral detergent fiber (NDF) digestibility (IVNDFD) [7,8]. Consequently, numerous studies have been successfully carried out in silage maize to identify genomic regions (quantitative trait loci; QTL) involved in the variation of cell wall degradability [9–25]. Overall, they demonstrated that cell wall degradability is a highly multifactorial trait, primarily related to lignin content, lignin structure, hemicellulose content, and *p*-hydroxycinnamic acid cross-linkages [7,23,26–28].

In the majority of cases, QTL with ‘minor’ R^2^ values (R^2^ up to 15%) have been identified for cell wall component and degradability traits [23,29]. However, in the QTL studies of the maize recombinant inbred line (RIL) population derived from the cross between early dent lines F288 and F271, a cluster of 10 stable QTL with ‘major’ effects (R^2^ values up to 42.5% for cell wall components and accounting for 33.1% of the observed variation for IVNDFD) was mapped in bin 6.05 of the maize chromosome 6 [22]. The identified QTL colocalized in the 124–134 cM interval (referred to as QTL6.05), corresponding to the physical position 150.4–153.8 Mp in the B73 reference genome (AGPv3 sequence release). It is noteworthy that cell wall degradability of F271 was reported to be lower than that of F288 and, according to QTL detection [22], alleles of F288 at QTL6.05 increased cell wall degradability in the RIL population derived from F288 x F271.

The dissection of highly complex traits into their underlying components offers practical, technical, and commercial advantages. Specifically, trait dissection leads to the identification of phenotypic attributes which can be measured with greater precision and at a lower cost, but most importantly, these component traits typically display simpler inheritance patterns and provide additional information as to how genes and their variants act together in biological pathways to influence trait variation [30]. However, in complex genomes such as maize which exhibits extensive genome content variation among lines [31–37], including massive expansion of gene families, fine mapping remains a non-trivial process. Despite several attempts [29,38], the mechanisms and genes underlying the QTL6.05 effects remain largely unresolved. Selection of near-isogenic lines (NILs) have been performed to validate and fine map QTL in several plant species including maize [39]. Additionally, coupling genetic information with molecular phenotypes (e.g. transcript levels) can contribute to a better mechanistic understanding of trait variation [35,40–43].

Here, we implemented a multiscale systems approach to shed light on the mechanisms by which the QTL6.05 locus influences cell wall degradability. We developed and selected NILs in which the favorable F288 alleles at an 18–20 Mb region encompassing the QTL6.05 (referred to as the introgressed QTL6.05 region or QTL6.05^i^) had been introgressed into the background of the recurrent parent F271. We demonstrated that substitution of F271 alleles with that of F288 at QTL6.05^i^ led to variation in cell wall degradability. Using Illumina RNA sequencing (RNA-seq) datasets from NIL internodes, we then captured the QTL6.05^i^ allelic variation consequences at the transcript level relative to a maize reference genome that included F271- and F288-specific genomic sequences at the targeted QTL6.05 locus. Finally, we explored how the variation in gene expression contribute to the variation in cell wall-related traits observed between the selected NILs. Genes associated with the cell wall-related traits were identified, paving the way for pinpointing the causal genes at the QTL6.05 locus in future follow-up studies.

## Materials and methods

### Plant materials

The RIL122 from the F288 x F271 RIL progeny was crossed with F271 to produce F1 seeds. Then, 31 BC1 lines from the F1 plants x F271 progeny were backcrossed with F271. Genotyping of 31 BC2 lines (25 plants sown per BC1 progeny) was performed using a 50K single-nucleotide polymorphism chip from TraitGenetics. After quality controls based on missing data, heterozygosity, and minor allele frequency, 12,758 markers were retained for genotyping and two BC2 lines (30–16 and 31–04) were selected (S1 Table). Genotyping of BC2S1 lines (30–16 progeny referred to as 1^F271^ and 1^F288^; 31–04 progeny referred to as 2^F271^ and 2^F288^) was confirmed by High Resolution Melting (S2 Table). The selected BC2S2 lines were then grown in the field at Mauguio (Hérault, France) in 2015 with two row replicates. Irrigation was applied during summer to prevent water stress. For RNA-seq analysis, the bottom third of upstream-ear internodes (without nodes) of three representative plants in each of the two replicates were harvested two days before silking at tasseling stage. All samples were immediately frozen in liquid nitrogen and stored at -80°C. Because of the presence of borer on the stem in two plants, one of the two 1^F288^ samples was removed from the downstream analysis. For cell wall investigations, ears were removed by hand from plants at silage stage the day before and/or the day of harvest. Representative samples of 1 kg chopped material per plot were collected, dried in a ventilated oven 72 h at 55°C and ground with a hammer mill gondard to pass through a 1-mm screen. Genotyping of BC2S2 lines was further assessed by PCR (S2 Table and S1 Fig).

### Cell wall composition and degradability assessment

Dried samples from plants without ears were dried at 50°C for at least 14 h to exclude any moisture, before scanning through the Antaris II near-infrared reflectance analyzer (ThermoFisher). Briefly, for each sample, the measurement consisted of an average of 16 scans done while rotating the cups over the 10,000 cm-1–4,000 cm-1 range with a resolution of 8 cm-1, resulting in absorbance data every 4 cm-1. The resulting spectra were loaded into the TQ analyst software (v.9.4.45; ThermoFisher) and smoothed with a running average in a window size of 9 data points. Their first derivate was computed, normalized and used to estimate the cell wall-related traits of each sample using a formula that was previously calibrated for plants without ears [16]. A two-way ANOVA analysis was then conducted using R software (v.3.4.1; http://cran.at.r-project.org) as described [44].

### Pangenome construction

Oriented reads (sizing 150) of both F288 and F271 1.5 Mb-genomic sequences which included the QTL6.05 peak were first simulated using wgsim (v.0.3.0, depth = 20). Mapping of these simulated reads and AGPv3.22 real reads to one parental DNA sequence was then performed using Bowtie2 (v2.2.3, sensitive parameter). Then 2,322 representative transcript assemblies (RTAs) [34] that were lower than 45% coverage and 80% identity to the AGPv3.22 or absent in the AGPv3.22 sequence were mapped to both genomic sequences using gmap (v.2011-08-15, default parameter). Genomic sequences aligned with at least one of the previous sequences were then hard masked with N using maskfasta (v.2.25.0) with default parameters (S2 Fig).

### RNA-seq datasets

The internodes were crushed in liquid nitrogen using an Ika Mill crusher (IKA, Staufen-Im-Breisgau, Germany) prior RNA extraction. Total RNA was isolated using the TRIzol Reagent (Invitrogen) and purified with the Qiagen RNeasy Plant Mini kit and RNase-free DNase set according to the suppliers’ instructions. Total RNA integrity was evaluated using the Agilent 2100 bioanalyzer according to the Agilent technologies (Waldbroon, Germany). Individual Illumina TruSeq stranded RNA-seq libraries were prepared for each of the genotypes according to the supplier’s instructions. Libraries were sequenced in four lanes on the Illumina HiSeq 2000 platform at the Centre National de Séquençage (CNS, Evry, France) to generate paired-end stranded reads (sizing 260). For each library, RNA-Seq pre-processing was performed including adapters removing and quality control assessment with fastx toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). The fastq datasets were trimmed for Phred Quality Score (Qscore >20, read length >30 bases), and free of ribosome sequences with tool sortMeRNA [45]. All steps of the experiment, from growth conditions to bioinformatic analyses, were managed in CATdb database [46] according to the international standard MINSEQE ‘minimum information about a high-throughput sequencing experiment’.

RNA-seq reads (35 million to 55 million quality-filtered RNA-seq reads per RNA-seq library) were then mapped to panB using TopHat2 (v. 2.0.14) without gene annotation file with minimum intron length set to 5 bp and maximum intron length to 60 kb, with default settings for other parameters. Next, transcript prediction was performed using Cufflinks (v.2.2.1, default parameters). Using bedtools getfasta (v.2.25.0, default parameters), coding sequences were then extracted leading to the CuffpanB dataset. To quantify expression levels, RNA-seq reads were mapped to panB using TopHat2 (v. 2.0.14) with a gene annotation file and the parameters described above. Expression quantification was determined using HTseq-count (v.0.6.0) with stranded orientation and ‘union’ option. The RNA-Seq project was submitted into the international repository NCBI-Gene Expression Omnibus [47] project ID GSE115157.

### Gene annotation

Genes were predicted using an improved and maize dedicated version of the TriAnnot pipeline (v.5.2p04) [48,49] as described below.

#### Step 1: Similarity search against mitochondria, chloroplast, non-coding RNAs and transposable elements, and masking

Mitochondrial and chloroplast similarities were identified using BLAST [50] against EMBL databanks release 129; non-coding RNAs were identified using tRNAscan [51], RNAmmer [52] and Infernal (http://infernal.janelia.org - infernal-1.1) based on RFAM database (EMBL RFAMEcm_v11). Transposable elements were identified using the maize transposable element database (http://maizetedb.org/~maize/). They were then all masked using RepeatMasker (cross_match engine, cutoff 250; http://repeatmasker.org).

#### Step 2: Similarity search against transcripts and related proteomes

This was performed using BLAST on the transposable element-masked sequence. Spliced alignments of BLAST hits were then generated using EXONERATE [53]. The following datasets were used: the CuffpanB dataset; all available Zea ESTs and full-length cDNAs (EMBL release 129), non-redundant proteomes of barley (UniProt Release 2016_03 and High confidence proteins IBGSC 2012), Brachypodium (UniProt Release 2016_10 and phytozome v11), rice (UniProt Release 2016_10, IRGSP 2005 and phytozome v11), Sorghum (UniProt Release 2016_10 and phytozome v11), Triticeae (UniProt Release 2016_10 and phytozome v11) and maize (UniProt Release 2016_10).

#### Step 3: Gene modeling

Two ab initio gene finders trained with a monocot and maize-specific matrix were used: FGeneSH (SOFTBERRY, http://linux1.softberry.com/berry.phtml) and AUGUSTUS [54] respectively. Evidence-driven gene prediction was also computed through the use of two different modules implemented in TriAnnot. The first module is based on BLASTX-EXONERATE spliced alignments of protein sequences from rice (phytozome v11), Brachypodium (phytozome v11), Sorghum (phytozome v11) and barley (High confidence proteins IBGSC 2012) which have been checked for Methionine start. In case of missing start and/or stop codons in the derived coding sequence model, iterative extension was applied in a range of 200 codons until an in frame start and stop codon could be found. If no start and/or stop codon could be find, the model was flagged as pseudogene. The second module (named SIMsearch, derived from FPGP pipeline [55] focused on similarity with maize transcripts: full-length cDNAs (EMBL release 129), CuffpanB and coding sequence-derived gene models from rice (phytozome v11 and IRGSP 2005), Brachypodium (phytozome v11), Sorghum (phytozome v11) and barley (High confidence proteins IBGSC 2012). For every locus showing similarity with transcripts, SIMSearch predicts the coding sequence borders by considering similarity with known proteins from related Poaceae.

#### Step 4: Selection and functional annotation of the best gene model at every locus

TriAnnot delivered six outputs with gene models: two ab initio gene finders, BLASTX-EXONERATE, and three SIMsearch-derived models. Therefore, a final step was required to select the best model at each locus. This was made according to a scoring system that considers the metrics of the alignments of each gene model against known proteins (taking into account the percentage of identity and coverage). Finally, if the retained gene model had a canonical structure but shared similarity over less than 70% of the length of its best BLAST hit, it was classified as pseudogene. Putative function for the best gene model was then assigned via a combination of similarity search (BLASTP) against several protein databanks, including Arabidopsis, Brachypodium, Hordeum, Glycine, Oryza, Prunus, Populus, Saccharum, Sorghum, Setaria and Vitis families, as well as the Pfam [56,57] protein domain collection using HMMER 3.0 (http://hmmer.janelia.org/software). The alignment with the best hit was parsed in order to check for the presence of gaps (>9 amino acids). TriAnnot follows a nomenclature based on the guideline established in 2006 by the IWGSC annotation working group and provides gene ontology (GO) terms for each gene model and protein domain predictions based on InterProScan [58] search against Pfam, Prosite [59], and SMART [60]. Final GFF output files were post-treated to be used with the graphical editor GenomeView [61]. Several round of manual expertise, made by different curators, were intensively followed to obtain a final structural and functional annotation of F271 and F288 DNA sequences at the targeted QTL6.05 locus (S3 Table).

### Differential expression analysis

RNA-seq data were normalized using TMM implemented in the edgeR package (v 3.18.1) [62,63] in R. Gene-wise RNA-seq counts were then analyzed using a negative binomial generalized linear model with a stepwise procedure for increasing the power to detect QTL6.05^i^-specific differentially expressed (DE) genes between NILs^F288^ (i.e. both 1^F288^ and 2^F88^) and NILs^F271^ (i.e. both 1^F271^ and 2^F271^) as follows:

In step I, the differential expression was assessed for the two pairs of NILs using a negative binomial generalized linear model with allele and NIL main effects, and an allele × NIL interaction. A Benjamini-Hochberg adjusted *P*-value of 0.05 was used as the cut-off criterion to identify genes with significant allele × NIL interactions.

In step II, the differential expression was assessed for each pair of NILs (e.g. 1^F288^ vs 1^F271^) using a negative binomial generalized linear model with allele main effect for each gene. A Benjamini-Hochberg adjusted *P*-value of 0.05 was used as the cut-off criterion to identify genes with significant allele effect for both NILs 1 and 2.

In step III, to identify DE genes that were not a result of NIL effects but were due to the QTL6.05^i^ region only, step II DE genes were further dissected by making the intersection between the step I genes with no significant differential expression for NIL effects (i.e. no significant differential expression for both NIL and allele × NIL interaction) and the step II DE genes for both NILs 1 and 2.

In the final step, the intersection between the step III DE genes for NILs 1 and the step III DE genes for NILs 2 delivered DE genes for which the differential expression between the NILs^F288^ and the NILs^F271^ was declared QTL6.05^i^-specific.

### Hierarchical clustering of gene expression profile

Hierarchical clustering analyses of the set of common QTL6.05^i^ DE genes were performed using Euclidean distances and unweighted pair group averages as the aggregation method with the R function *hclust*.

### Functional annotation of common QTL6.05^i^ genes

MapMan [64] was first used to identify homologous genes in Arabidopsis. GO term enrichment analysis based on the GO classification was then performed by comparing the relative occurrence of a GO term into each DE list (downregulated or upregulated gene list) to its relative occurrence in the genome (reference list) by a hypergeometric test with the R function *phyper*. A Benjamini-Hochberg adjusted *P*-value of 0.05 was used as the cut-off criterion.

### Correlation analyses

For correlation analysis between gene expression levels and cell wall-related traits, Pearson correlation coefficients (PCCs) were calculated between each DE gene and each trait over the two pairs of NILs using the R *cor* function. The Student’s *t*-distribution was used to test the significance of the PCC as follows: t = r/√[(1-r^2^)/(n-2)] with a level of significance set at 0.05 and n = 4, absolute PCCs higher than 0.95 were significant. The expression pattern of the set of DE genes correlating positively or negatively with at least one cell wall-related trait in both pairs of NILs were visualized using the R *cim* function from MixOmics (v. 6.3.1) [65].

Gene co-expression network analysis was performed to group DE genes into connected components based on absolute PCCs higher than 0.995 (level of significance of 0.01) and visualized using Cytoscape (v. 3.3.0) [66]. A node corresponded to a DE gene; an edge was determined by the similarity between expression profiles of paired genes calculated with PCCs. Connected modules were identified using NetworkAnalyzer (v. 2.7) [67].

### Promoter motif analysis

The presence of conserved motifs in the 5’ regions of the co-expressed genes was determined using the preferentially located motif (PLM) method [68], with minor modifications. Briefly, the dataset was set up using 1,000 bases upstream the transcription start site and 5’ untranslated region (UTR) from the maize AGPv3 plus [69] and the final GFF of the 1.5 Mb-genomic sequences from F271 and F288. Promoters with a 5’ UTR smaller than 10 bases were excluded in order to avoid false promoter regions. The final promoter dataset consisted of 119 promoter sequences, which were divided into two regions. First, the [−1,000, −300] region was used to learn the distribution model using a simple linear regression and determine a 95% confidence interval. Second, non-evenly distributed motifs (i.e. those exhibiting a peak above the confidence interval) were searched within the [−300, UTR] region, leading to the identification of 33 PLMs among 419 motifs tested coming from PLACE [70] and AGRIS [71].

### Quantitative RT-PCR analysis of candidate gene expression

Primer pairs were designed from the F271 and F288 1.5 Mb-genomic sequences at the QTL6.05 interval (S2 Table) using Primer-BLAST [72]. Quantitative RT (qRT)-PCR reactions were performed using the Bio-Rad CFX384 touch (Bio-Rad, France) and the SYBR Premix Ex Taq (Tli RNAseH Plus) (Takara, Ozyme, France) following the supplier’s instructions. A dilution series of the pooled cDNAs and a melting analysis were used to validate the primer pairs. Each sample was performed in duplicate. Gene expression was normalized with the mean of the two reference genes *ZmGRP2* (*GRMZM2G080603*) and *ZmUBC30* (*GRMZM2G102471*) coding for Glycine-rich RNA-binding protein 2 and Ubiquitin-conjugating enzyme E2, respectively. Differential expression for each gene was tested with a two-way ANOVA as described [44].

## Results

### Allelic variation at QTL6.05^i^ leads to higher cell wall degradability

The RIL122 from the F288 x F271 RIL progeny carried F288 alleles at QTL6.05, although F271 alleles were already fixed at roughly more than half of the genome (Fig 1A) [21]. Therefore, this RIL was backcrossed with the parental inbred line F271 for three generations to fasten the introgression of F288 alleles at QTL6.05 into the background of F271. With the help of deep DNA genotyping, two BC2 lines (30–16 and 31–04) were selected that (1) showed a tremendous increase of F271 alleles fixed throughout the genome (93% and 94.3% for 30–16 and 31–04, respectively) compared to the RIL122 (53.8%) and (2) remained heterozygous at QTL6.05^i^ with a relatively similar introgressed genomic region size, ranging from 18 to 20 Mb (Fig 1A and S1 Table). According to QTL detection [22], the QTL6.05^i^ region included the QTL6.05 as well as a cluster of four QTL for cell wall component and degradability (referred to as QTL6.07) with ‘minor’ effects relative to QTL6.05 (R^2^ values ranging between 8 and 12% whatever the trait; Fig 2A). The two selected BC2 lines were then selfed twice to fix the introgressed genomic region at homozygous state and to multiply the progenies of 30–16 (1^F271^ and 1^F288^) and 31–04 (2^F271^ and 2^F288^) lines.

**Fig 1:**
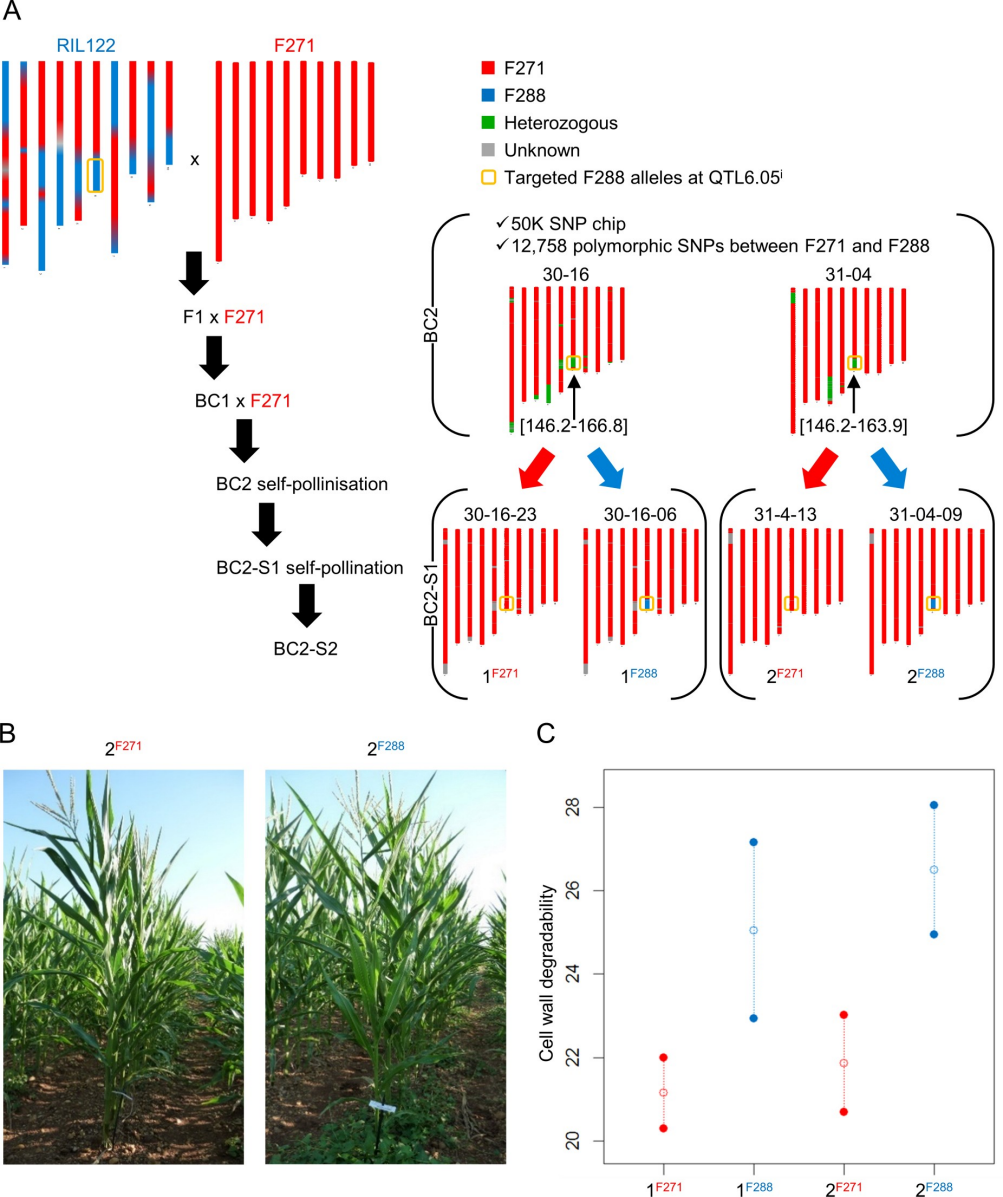
Selection and characterization of NILs with an introgressed genomic region at QTL positions for cell wall degradability. (A) Experimental workflow used for introgression of F288 alleles at an 18–20 Mb region encompassing the QTL6.05 (referred to as the introgressed QTL6.05 region or QTL6.05^i^) into the background of F271. SNP: single nucleotide polymorphism. (B) The selected BC2S2 NILs 1 (referred to as 1^F271^ and 1^F288^) and NILs 2 (referred to as 2^F271^ and 2^F288^) were grown in the field under well-watered conditions for DNA and mRNA sampling and phenotyping. (C) Comparison of the cell wall degradability IVNDFD performance of NILs introgressed with F288 alleles at QTL6.05^i^ (blue) and their respective recipient lines with F271 alleles (red). Open circles represent the means of two biological replicates.

**Fig 2:**
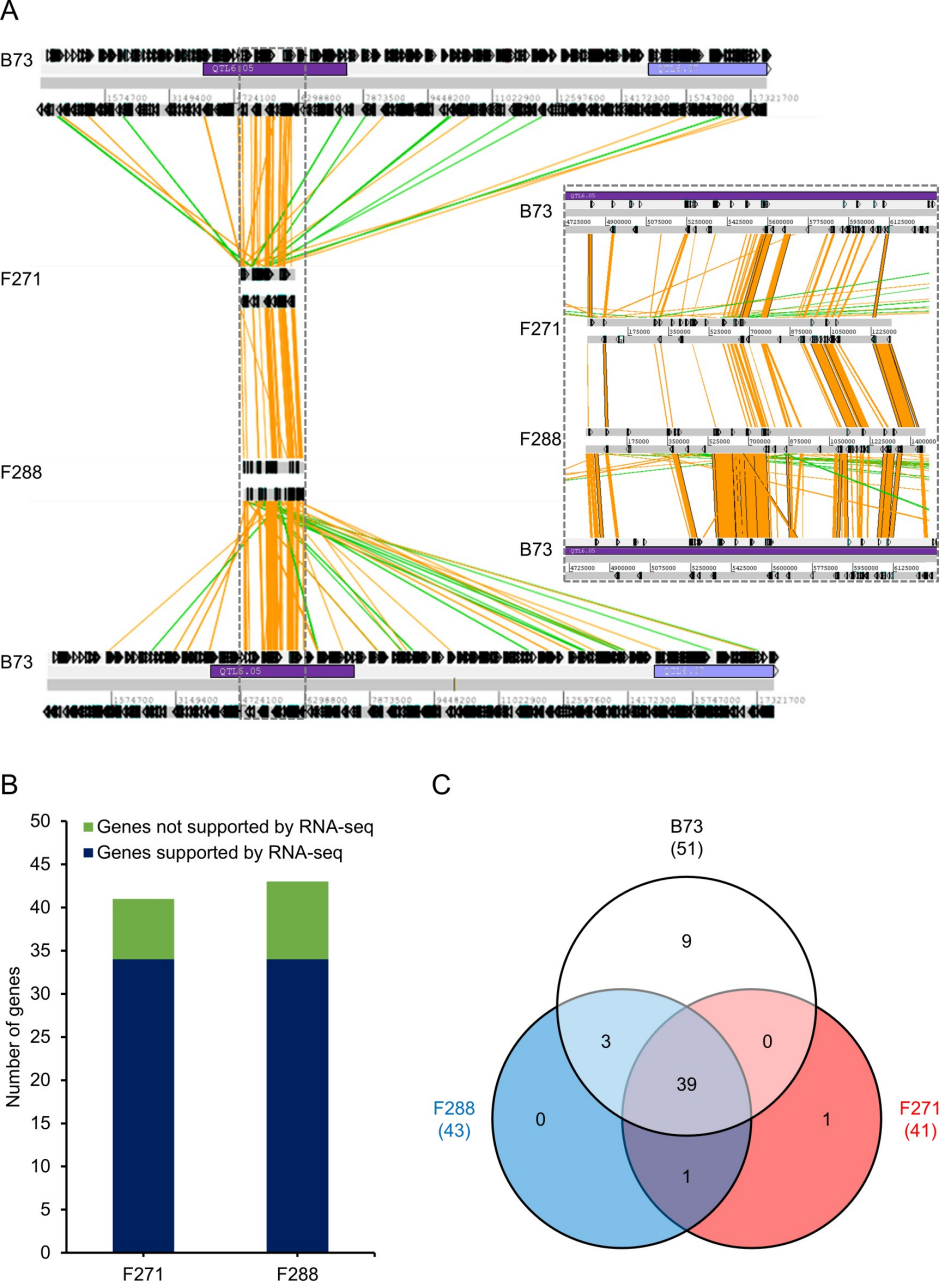
Structure of the introgressed genomic QTL6.05^i^ region. (A) Large structural variation between B73, F271 and F288 in the introgressed genomic QTL6.05^i^ region. Dark and light purple boxes represent clusters of QTL in bins 6.05 and 6.07, respectively, as previously defined [22]. The grey dotted line insertion represents a zoom of the genomic region that included the 1.5 Mb-genomic sequences from F271 and F288. Orange and green lines indicate sense and antisense DNA strands, respectively, of at least 910 bp and sharing at least 98% of identity; arrowed boxes represent genes and pseudogenes. (B) Number of annotated genes supported by RNA-seq predicted genes in the targeted QTL6.05 locus. (C) Gene content distribution in B73, F288 and F271 in the targeted QTL6.05 locus.

To assess the cell wall properties of the two pairs of NILs grown in the field (Fig 1B), near-infrared spectroscopy data were then collected as was done in the past for QTL6.05 detection [12,22]. The introgressed F288 alleles at QTL6.05^i^ conferred on the NILs 1^F288^ and 2^F288^ (NILs^F288^) a higher cell wall degradability (as estimated by IVNDFD) than the F271 alleles on the NILs 1^F271^ and 2^F271^ (NILs^F271^) (Fig 1B and 1C). Although the two pairs of NILs had similar lignin content, the NILs^F288^ exhibited lower cellulose content in the cell wall as compared to the NILs^F271^ (S4 Table). The NILs^F288^ also tended to have higher hemicellulose content in the cell wall as compared to the NILs^F271^ (S4 Table). Overall, these results evidenced that substitution of F271 alleles with those from F288 at the QTL6.05^i^ region led to cell wall composition variation and confirmed the presence of the detected QTL.

### Aligning RNA-seq reads to a pan-genomic reference genome: a tool to assess the number and type of genes predicted at the targeted QTL6.05 locus

RNA-seq datasets from internodes of the selected NILs were produced at tasseling stage in which transcript patterns of secondary cell wall cellulose synthase genes and lignin-related genes were shown to be highly abundant [73,74]. 

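RNA-seq counts of 10 libraries from internodes of the 4 lines were analysed, 3 libraries each for 1 F271, 2 F271 and 2 F288 and a single library for 1 F288. A near-isogenic line (NIL) of each pair carries either the F271 or the F288 alleles at the introgressed region and shares most of the remaining genome with the other line of its pair. The paper states 2 row replicates per line, with 1 of the 2 samples of 1 F288 removed because of borer on the stem, and sequenced stranded paired-end libraries. The authors trimmed the reads, removed ribosomal sequences, mapped the reads to the panB reference with TopHat2 and counted them per gene with HTSeq-count in the union mode. The deposited values are these whole-number counts, without normalization, for 32446 features. The number of counts on genes was 32485807, 28722711 and 36100346 in the 1 F271 libraries, 31977528 in the 1 F288 library, 36050338, 35920873 and 28821961 in the 2 F271 libraries and 28626332, 28534921 and 34714973 in the 2 F288 libraries. The paper gives 35 M to 55 M quality-filtered reads per library (M for mega), which is a number of reads before counting, and the values used here are the counts on genes. At these depths 3 counts correspond to between 0.0831 and 0.105 CPM (counts scaled to a common library size with edgeR), and the 10 most abundant features took between 4.5% and 5.7% of the counts of a library.

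Each library is marked with a letter (E or I) and a number, which neither the labels nor the paper define. Libraries of a line with the same letter were summed in the main fit, which gave 2 samples for 1 F271, 1 for 1 F288, 2 for 2 F271 and 2 for 2 F288, the numbers the paper states. This choice was made before the counts were seen. The counts were then compared between libraries with Pearson's chi-square statistic over genes with at least 20 counts in the 2 libraries together, where a value of 1 per degree of freedom is expected from sampling noise. All pairs of libraries of a line differed by more than that. The E_1 and E_2 libraries, which were summed, differed by 18.88 per degree of freedom in 1 F271, 7.51 in 2 F271 and 9.14 in 2 F288. The E_1 and I_1 libraries, which were kept apart, differed by 3.02, 4.96 and 4.15 in the same lines, and E_2 and I_1 by 24.77, 8.34 and 12.33. The E_1 and I_1 libraries were thus closer than the pair that was summed. For that reason the numbers of DE genes are also given with all 10 libraries as separate samples, an alternative fixed in advance. They are given as well with libraries of the same number summed, an alternative chosen after seeing the data. For single genes these alternatives are given only in part. Among the genes named below, 13 log2 fold changes lost an adjusted p-value under 0.05 with all 10 libraries and 1 gained it. With sums by number 38 lost it and 0 gained it. If the libraries of a line come from the 2 rows that the paper states, the fit of all 10 libraries counts a row more than once. Its p-values would then be too small. If E_1 and I_1 come from the same row, the E and I samples of the main fit are not independent either. Between lines the statistic ranged from 20.91 to 66.8, so the ranges within and between lines overlap. The E_2 library of 1 F271 differed less from the E_2 library of 2 F288 (20.91) than from the I_1 library of its own line (24.77).

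The counts were normalized with TMM and fitted with the quasi-likelihood negative binomial model of edgeR for the 4 lines together, after the removal of genes with low counts, which left 25483 genes. All lines share the estimate of the spread, and the single sample of 1 F288 adds none of its own, so a difference in NILs 1 has no replicate check on its 1 F288 side. P-values were adjusted with the Benjamini-Hochberg method. The standard errors given with log2 fold changes were calculated back from the change and its test statistic, so they add no evidence beyond the test.

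**Figure D1:**
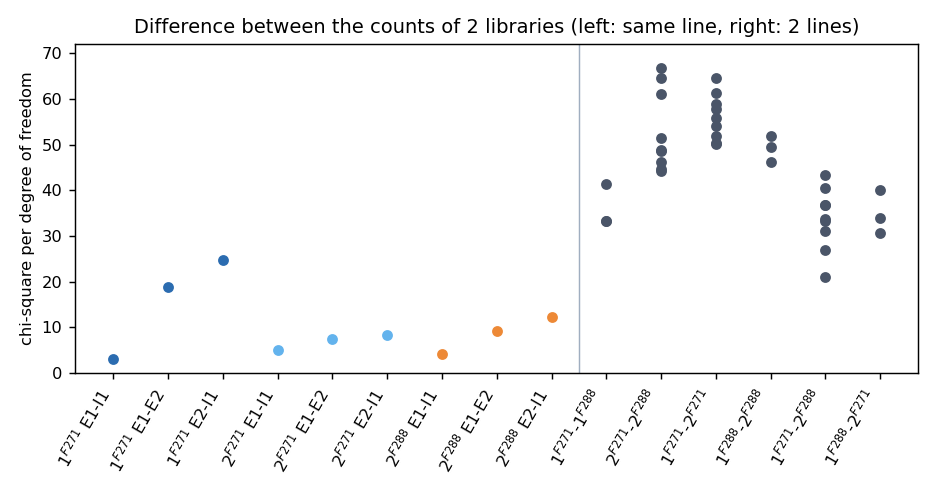
Chi-square per degree of freedom between the counts of each pair of libraries, with libraries of the same line on the left and of 2 different lines on the right of the vertical line. Each point is a pair of libraries. The pairs E_1 and I_1 of a line lie lowest, between 3.02 and 4.96, the highest pair within a line lies at 24.77, and pairs of different lines lie between 20.91 and 66.8.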

To take into account any genetic polymorphism, particularly putative present/absent genes, between F271 and F288 at the targeted QTL6.05 locus, a pan-genomic sequence (panB) was assembled through an *in lab* pipeline and used as a reference sequence for RNA-seq read mapping (Fig 2A and S2 Fig). This pan-genomic reference sequence included (1) the B73 transcript reference sequences (AGPv3), (2) 2,322 RTAs absent in B73 [34] and (3) genomic sequences specific to either F271 or F288 at the QTL6.05 locus which were kindly provided by the French Plant Genomic Resources Center (CNRGV) (Fig 2A and S2 Fig). The pipeline evidenced total lengths of 40.7 kb and 13.1 kb that were specific to F271 (3.1% of the F271 genomic region) and F288 (0.9% of the F288 genomic region), respectively.

To achieve better mapping of the RNA-seq reads to the panB reference sequence, gene prediction at the targeted QTL6.05 locus was then performed using (1) the TriAnnot pipeline [48] through *de novo* and similarity-based methods and (2) the transcript prediction based on the mapping of the RNA-seq dataset. About 80% of the predicted genes through the TriAnnot pipeline were supported by the mapped RNA-seq dataset (Fig 2B), highlighting the quality of the genomic sequences of each two lines at the QTL6.05 locus and the annotation. Of the 51 genes present in B73 at the targeted QTL6.05 locus, 39 (76%) were found in both F271 and F288 (Fig 2C and S3 Table). Three genes (genes *23*, *41* and *42*) were found only in F288 and B73; one gene (gene *43a*) provided by the RNA-seq dataset was found only in F288 and F271; one gene (gene *12*) was found only in F271. Overall, four genes (genes *12*, *23*, *41* and *42*) were present in only one of the two F271 and F288 parental inbred lines at the targeted QTL6.05 locus.

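The count table holds 32446 features, of which 1198 are RTAs (representative transcript assemblies, maize transcripts lacking from the B73 reference sequence). Every feature had at least 1 count in at least 1 of the 10 libraries. A minimum of 10 counts summed over all libraries left 28248 features, including 804 RTAs. The number of features with at least 1 count ranged from 28231 to 28994 between libraries, and 25669 features were counted in every library.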

Mapping of the RNA-seq dataset to the panB reference sequence yielded 32,446 genes, including 1,198 RTAs. 

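Several of the genes named for the specific genomic sequences have a row in the count table. Gene 10 (GRMZM2G035922) had 92.3 ± 10.8 CPM in 1 F271 (SD, n = 2 samples), 63 in 1 F288 (no replicates), 110.8 ± 4.75 in 2 F271 (SD, n = 2) and 65.8 ± 3.89 in 2 F288 (SD, n = 2). Gene 11 (GRMZM2G146152) was counted more often, with 186.5 ± 3.77 CPM in 1 F271 (SD, n = 2), 305.5 in 1 F288 (no replicates), 184.5 ± 6.94 in 2 F271 (SD, n = 2) and 406.4 ± 9.1 in 2 F288 (SD, n = 2). The log2 fold change of gene 11 between the alleles was 0.712 in NILs 1 (standard error 0.076, adjusted p = 7.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.146 in NILs 2 (standard error 0.065, adjusted p = 3.80e-06). Gene 13 (GRMZM2G146219) had between 33.7 and 42.7 CPM on average in the 4 lines, and its change between alleles did not exceed the spread between samples in either pair (adjusted p = 0.354 in NILs 1 and 0.318 in NILs 2 from the same edgeR test). Gene 21 (GRMZM2G130746) had 139.5 ± 2.68 CPM in 1 F271 (SD, n = 2) and 139.1 in 1 F288 (no replicates), without a detectable difference, and 156.2 ± 1.42 in 2 F271 against 130.8 ± 1.79 in 2 F288 (SD, n = 2 each), a log2 fold change of -0.25 (adjusted p = 0.0153 from edgeR). Summing libraries of the same number, an alternative chosen after seeing the data, took the adjusted p of gene 21 in NILs 2 to 0.103. Gene 12 was not analysed here, because no feature could be matched to it. From counts on these sequences, the paper reasons that the pan-genomic approach is relevant.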

It is noteworthy that RNA-seq counts from the F271- and F288-specific genomic sequences present in the panB reference sequence were identified (including counts for genes *10*, *11*, *12*, *13* and *21*), highlighting the relevancy of the pan-genomic approach. Two (genes *23* and *41*) of the four genes present in only one of the two F271 and F288 parental inbred lines at the QTL6.05 locus did not exhibited measurable expression in all the experimental samples. 

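Gene 23 (GRMZM2G143745) had 1 count in the 1 F288 library, 1 in the E_2 library of 2 F271 and 1 in the E_1 library of 2 F288, and 0 counts in the other libraries. A share based on 1 count is below the smallest share that 3 counts can show at this depth, between 0.0831 and 0.105 CPM. The identifier given for gene 41 is not among the features of the count table, so its counts were not analysed here. Gene 23 was too rarely counted to pass the filter of the main fit.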

In contrast, the gene *12* was expressed in all the experimental samples, although it was found only in F271 at the QTL6.05 locus (S3 Table). The gene *42* was consistently expressed at a very low level in the NILs 1^F288^ and 2^F288^, but not measurable in the NILs 1^F271^ and 2^F271^. 

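Gene 42 (GRMZM2G522776) had 2 counts in the 1 F288 library and 5, 1 and 1 counts in the E_1, E_2 and I_1 libraries of 2 F288. No count fell on it in the 3 libraries of 1 F271 or the 3 libraries of 2 F271. The mean was 0.0584 CPM in 1 F288 (no replicates) and 0.0711 ± 0.0578 in 2 F288 (SD, n = 2). Both means lie below the value that 3 counts show in a single library, 0.0831 to 0.105 CPM. With at least 5 counts required in every library of the pattern in place of 1, gene 42 no longer met the definition, and the number of genes with a single pattern expression fell from 14 to 5. The paper takes the presence in both lines with F288 alleles and the absence in both lines with F271 alleles as a case of SPE.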

Hence, this gene represents a case of single pattern expression (SPE) [75]. We designated an observed pattern as SPE_F288 if genes were expressed in the NILs^F288^ (i.e. in both 1^F288^ and 2^F288^), but not in the NILs^F271^ (i.e. in both 1^F271^ and 2^F271^). In contrast, we referred to genes that were expressed in the NILs^F271^, but not in the NILs^F288^ as SPE_F271.

### Allelic variation at QTL6.05^i^ leads to transcriptional variation

To test the hypothesis that the substitution of F271 alleles with those of F288 at QTL6.05^i^ led to transcriptional variation, RNA-seq counts were analyzed using a stepwise procedure to detect DE genes upon the NILs^F288^ relative to the NILs^F271^ that depend only on the QTL6.05^i^ region. As shown in Fig 3A, this stepwise statistical analysis identified 241 and 2,794 DE genes for the NILs 1 and the NILs 2, respectively. 

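The stepwise procedure was run on the 25483 genes that passed the filter on low counts. In step I, 7317 genes had an allele × NIL interaction with an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, and 4351 genes had a NIL effect averaged over both alleles. In step II, 3874 genes differed between 1 F288 and 1 F271 and 6690 between 2 F288 and 2 F271. The removal of genes with a NIL or an interaction effect in step III left 443 DE genes for NILs 1 (234 upregulated and 209 downregulated with F288 alleles) and 1405 for NILs 2 (585 upregulated and 820 downregulated). NILs 1 rested on 3 samples and NILs 2 on 4.

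The numbers depended on how the libraries were treated. All 10 libraries as separate samples gave 288 DE genes for NILs 1 and 1901 for NILs 2. The combination of all 10 libraries, the likelihood ratio test and a separate fit per pair gave 222 and 2439. With the letter of the library as a replicate block, the numbers rose to 745 and 2193. The pairing of samples by letter is taken from the labels. Libraries with the same label but from different lines deviated from their line means with a mean correlation across genes of 0.148 over 9 pairs, against -0.072 over 18 pairs with different labels, where genes are not independent replicates. Deviations from a line mean sum to 0, so the second value largely follows from the first. A label here is the letter with the number, also where these values are repeated below. Between lines, E minus I differences correlated by 0.177 to 0.272 and number 2 minus number 1 differences by 0.097 to 0.259. The correlations therefore do not single out the letter. Summing libraries of the same number, which was chosen after seeing the data, gave 62 DE genes for NILs 1 and 637 for NILs 2. In the 6 fits that each left out 1 sample, NILs 1 had from 305 to 555 DE genes and NILs 2 from 421 to 1946.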

Since our goal was to identify DE genes that were due to the introgressed QTL region, we ensured the robustness of the DE gene dataset by keeping only the DE genes that were common to both NILs. 

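In the main fit 153 genes were differentially expressed in both pairs with the same direction, 72 upregulated and 81 downregulated with F288 alleles. Of these, 76 are among the 125 genes of Table 1 and 77 are not. Of the 125 genes, 122 passed an adjusted p-value of 0.05 in NILs 1, 112 in NILs 2 and 111 in both (edgeR's quasi-likelihood test), and 86 were kept in step III because they had neither a NIL nor an interaction effect. All 125 changed in both pairs in the direction the paper gives. Taking all 10 libraries as separate samples, the common set held 109 genes, 64 of them in Table 1. The replicate block by letter, paired by the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels), gave the largest common set, 378 genes of which 58 are in Table 1. Summing libraries of the same number, a setting chosen after seeing the data, gave 31 genes of which 29 are in Table 1. By keeping only genes changed in both pairs, the paper reasons, the effect of the introgressed QTL region is separated from effects of a single pair.

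**Figure D2:**
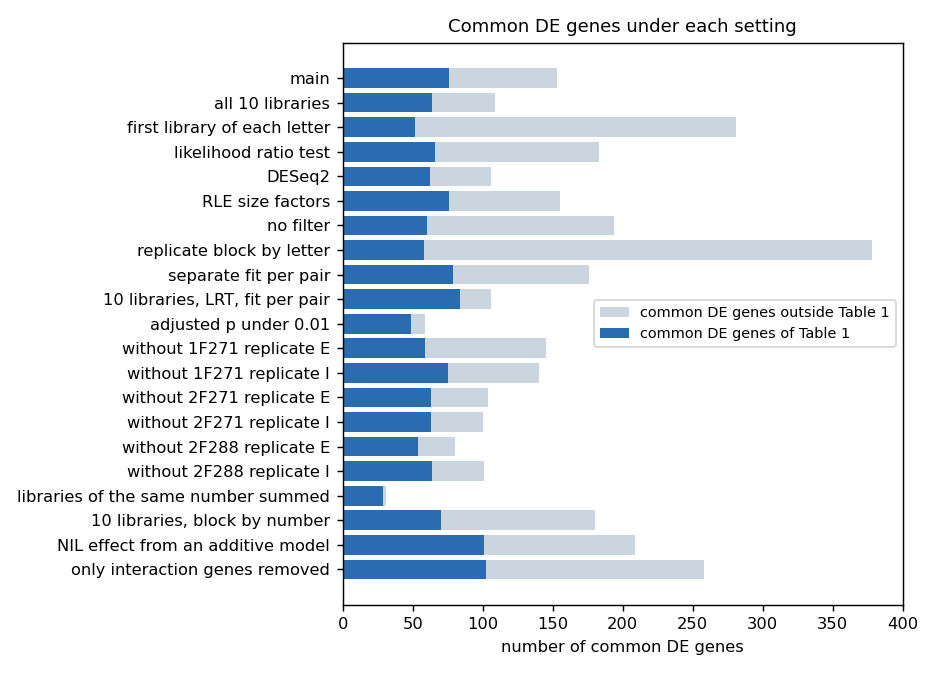
Number of common DE genes (horizontal axis) in each setting (vertical axis) after step III, with genes listed in Table 1 in blue and other genes in grey. The main fit gave 153 genes, the replicate block by letter 378 and the sum of libraries of the same number 31.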

This selective approach delivered 125 DE genes, which are referred to as common QTL6.05^i^ DE genes (Fig 3A and S5 Table). 

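The 5 genes of the targeted locus lie on chromosome 6 of AGPv3 between 151324496 and 152403122. Gene 03 (ZmP5CS1, AC203754.4_FG008, 151324496 to 151328710) had 4.9 ± 1.03 CPM in 1 F271 (SD, n = 2 samples) and 0.643 in 1 F288 (no replicates), a log2 fold change of -2.94 (standard error 0.301, adjusted p = 6.27e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the second pair it had 3.51 ± 0.131 CPM in 2 F271 and 0.666 ± 0.0873 in 2 F288 (SD, n = 2 each), a log2 fold change of -2.37 (standard error 0.223, adjusted p = 8.34e-05). Gene 06a (ZmAKR4C9, GRMZM2G059285, 151642167 to 151647972) was rare, with between 1 and 6 counts in the libraries with F271 alleles and between 33 and 47 in those with F288 alleles. Its log2 fold change was 3.7 in NILs 1 (standard error 0.448, adjusted p = 0.00123) and 3.88 in NILs 2 (standard error 0.409, adjusted p = 1.69e-04). Gene 10 (ZmFKB20-1, GRMZM2G035922, 151679537 to 151681789) was lower with F288 alleles, by a log2 fold change of -0.553 in NILs 1 (adjusted p = 0.0124) and -0.745 in NILs 2 (adjusted p = 3.73e-04). Gene 14a (ZmESMD1, AC213621.5_FG002, 151764109 to 151772607) had between 3 and 10 counts per library with F271 alleles and between 20 and 41 with F288 alleles, a log2 fold change of 2.27 (adjusted p = 0.00483) and 2.62 (adjusted p = 7.29e-04) in the respective pairs. Gene 36 (ZmRPS23, GRMZM2G140609, 152401003 to 152403122) had 27.2 ± 4.51 and 45.2 CPM in 1 F271 (SD, n = 2) and 1 F288 (no replicates), and 29.2 ± 1.3 and 47.1 ± 3.51 in 2 F271 and 2 F288 (SD, n = 2 each). The log2 fold change of gene 36 was 0.724 (adjusted p = 0.00772) and 0.694 (adjusted p = 0.00177). None of the 5 genes had a NIL or an interaction effect. All 5 stayed past an adjusted p-value of 0.05 in both pairs in every setting run for single genes, 13 in NILs 1 and 14 in NILs 2. The likelihood ratio test, the fit without a filter and the separate fits per pair were not run for single genes. In NILs 1 the setting that weakened them most summed libraries of the same number, chosen after seeing the data, where gene 10 reached an adjusted p-value of 0.0442 in NILs 1. The RTA Locus_58585 had between 31 and 58 counts in each library with F271 alleles and 0 counts in every library with F288 alleles. Of the 51 locus identifiers, 44 were found in the count table and 38 could be tested, and these 5 were the only ones among the common DE genes.

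**Figure D3:**
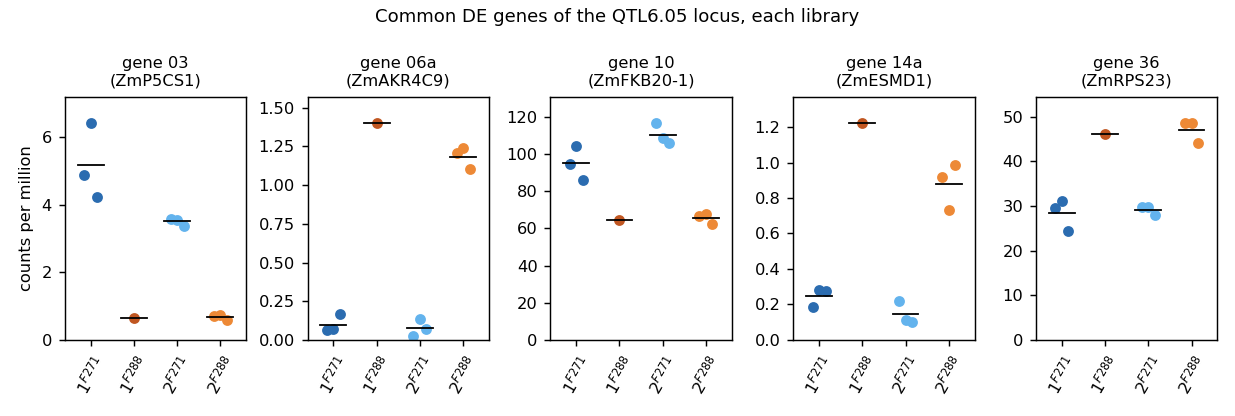
CPM of the 5 common DE genes of the QTL6.05 locus in each library, with each axis starting at 0. Points are libraries (3 per line, 1 for 1 F288) and horizontal lines are the line means. For every gene the libraries with F288 alleles lie all above or all below those with F271 alleles.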

As shown in Table 1, these included one RTA (cov45_id80_joint_Locus_58585), which highlighted once again the relevancy of the pan-genomic approach, and 18 genes located in QTL6.05^i^, of which five were located in the targeted QTL6.05 locus: (1) a *δ-1-pyrroline-5-carboxylate synthase* (gene *03*; *ZmP5CS1*), (2) an *aldo-keto reductase* (*AKR*) (gene *06a*; hereafter named *ZmAKR4C9* according to [76]), (3) a *FK506-binding protein* (gene *10*; hereafter named *ZmFKB20-1* according to [77]), (4) one gene (gene *14a*) with homology to Arabidopsis *ESMERALDA1 (ESMD1*), a putative *O*-fucosyltransferase [78], hereafter named *ZmESMD1*, and (5) a *40 S ribosomal protein S23* (gene *36*; *ZmRPS23*).

**Fig 3:**
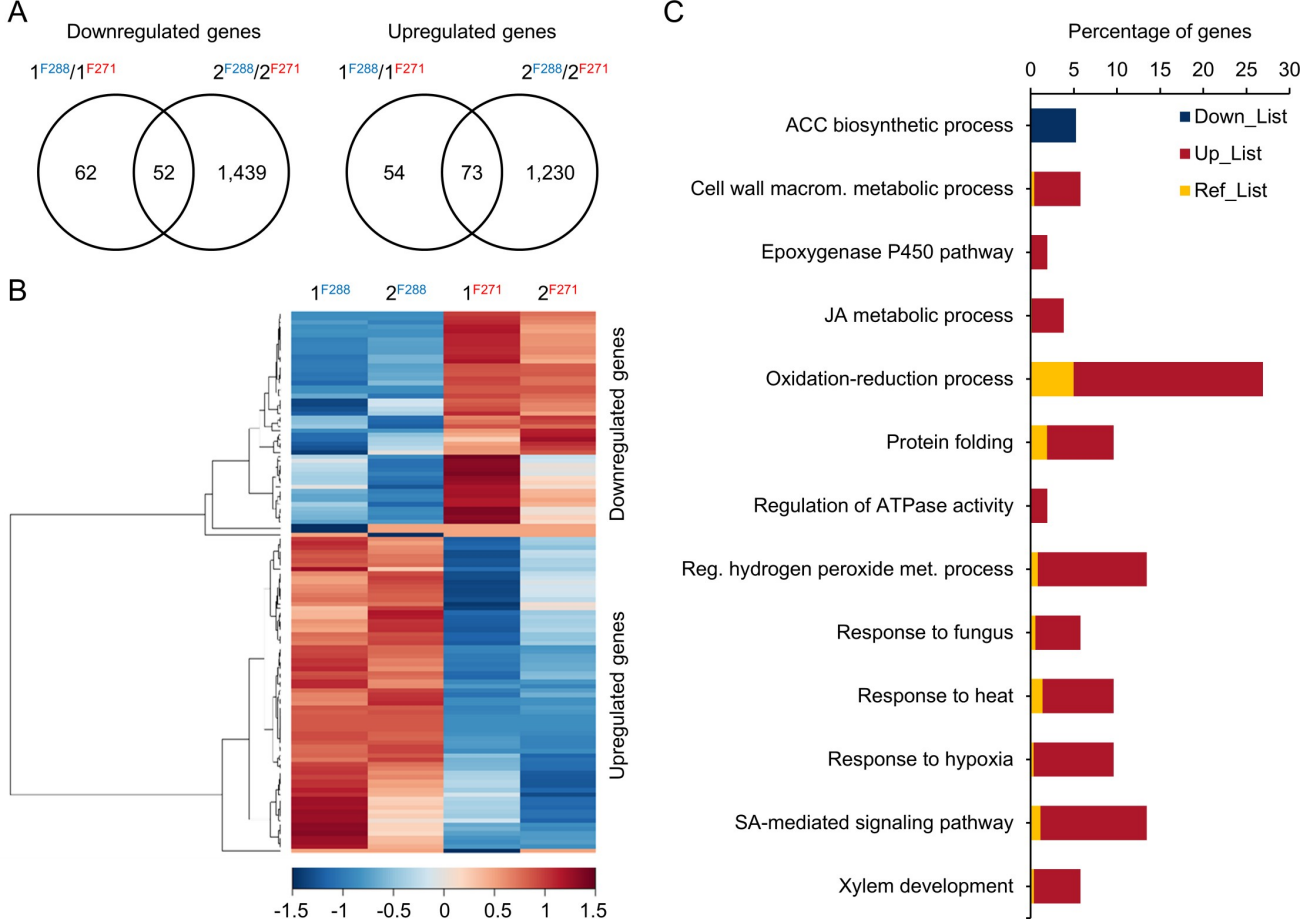
Transcriptomic adjustments in internodes of NILs introgressed at QTL6.05^i^. (A) Venn diagram of upregulated or downregulated genes in the NILs^F288^ relative to the NILs^F271^. (B) Hierarchical clustering of DE genes in the NILs^F288^ relative to the NILs^F271^. The indicated scale is the natural log value of the normalized level of gene expression. (C) GO Biological Process analysis of DE genes in the NILs^F288^ relative to the NILs^F271^. Only Biological Processes with a Benjamini and Hochberg adjusted *P*-value below 0.05 are represented. Down_List: analyzed downregulated gene list; Up_List: analyzed upregulated gene list; Ref_List: reference list; ACC biosynthetic process: 1-aminocyclopropane-1-carboxylate biosynthetic process; Cell wall macrom. metabolic process: Cell wall macromolecule metabolic process; JA metabolic process: jasmonic acid metabolic process; Reg. hydrogen peroxide met. Process: Regulation of hydrogen peroxide metabolic process; SA-mediated signaling pathway: salicylic acid-mediated signaling pathway.

**Table 1:** Comprehensive list of the 125 common QTL6.05^i^ DE genes.

		Correlated cell wall-related traits					
AGPv3 gene ID and/or gene name	Trend in NIL^F288^	Cell wall degradabilty	Hemicellulose content	Cellulose content	Lignin content	Connected modules in the gene co-expression network	MapMan annotation
GRMZM2G051683	Down	-0.9968	-0.9825	0.9570	0.9668	M1	flavonoids.dihydroflavonols
**AC203754.4_FG008** ***ZmP5CS1* (gene 03)**	Down	-0.9955	-0.9853	0.9572	0.9769	M1	glutamate family.proline
GRMZM2G094666	Down	-0.9978	-0.9849	0.9597	0.9678	M1	myo-inositol.InsP-Kinases
GRMZM2G119766	Down	-0.9965	-0.9924	0.9693	0.9682	M1	not assigned
**GRMZM2G162127**	**Down**	-0.9825	-0.9810	0.9561	0.9633	M1	not assigned
Locus_58585^SPE_F271^	Down	-0.9918	-0.9978	0.9837	0.9469	M1	NA
GRMZM2G050917^SPE_F271^	Down	-0.9918	-0.9978	0.9837	0.9469	M1	not assigned
**GRMZM2G088349**	**Down**	-0.9724	-0.9936	0.9852	0.9264	M1	not assigned
GRMZM5G894619	Down	-0.9921	-0.9606	0.9187	0.9951	M1	ACC synthase*
GRMZM2G368838	Down	-0.9892	-0.9718	0.9374	0.9832	M1	AP2/EREBP, APETALA2
**GRMZM2G066153**	**Down**	-0.9673	-0.9606	0.9302	0.9612	M1	aromatic aa.tryptophan
GRMZM2G342509	Down	-0.9958	-0.9703	0.9326	0.9912	M1	cell wall proteins.LRR
GRMZM2G353276	Down	-0.9848	-0.9591	0.9188	0.9890	M1	cellulose synthesis.COBRA
**GRMZM2G106190**	**Down**	-0.9771	-0.9543	0.9146	0.9827	M1	ferredoxin
**GRMZM2G465835**	**Down**	-0.9986	-0.9743	0.9410	0.9821	M1	NAC domain transcription factor family
GRMZM2G467184	Down	-0.9954	-0.9693	0.9312	0.9917	M1	not assigned
GRMZM2G125649	Down	-0.9934	-0.9749	0.9478	0.9643	M1	not assigned
GRMZM2G463493	Down	-0.9916	-0.9614	0.9199	0.9944	M1	receptor kinases.leucine rich repeat XI
GRMZM2G170602	Down	-0.9850	-0.9396	0.8897	0.9996	M1	C1-metabolism
GRMZM2G040965	Down	-0.9735	-0.9235	0.8687	0.9990	M1	not assigned
GRMZM2G069335	Down	-0.9541	-0.9389	0.9016	0.9615	M1	not assigned
GRMZM2G430942	Down	-0.9874	-0.9485	0.9081	0.9794	M1	stress.biotic
GRMZM2G169382 *ZmERF71*	Up	0.9967	0.9937	-0.9720	-0.9657	M1	AP2/EREBP, APETALA2
GRMZM2G147399	Up	0.9986	0.9899	-0.9662	-0.9678	M1	development.unspecified
GRMZM2G108997	Up	0.9993	0.9890	-0.9637	-0.9720	M1	not assigned
GRMZM2G084794^SPE_F288^	Up	0.9866	0.9945	-0.9779	-0.9513	M1	protein.postranslational modification
**GRMZM2G140609** ***ZmRPS23* (gene 36)**	Up	0.9923	0.9977	-0.9816	-0.9529	M1	ribosomal protein.eukaryotic.40S subunit.S23
GRMZM2G085964 *ZmERF72*	Up	0.9817	0.9962	-0.9895	-0.9236	M1	AP2/EREBP, APETALA2
GRMZM2G142802	Up	0.9737	0.9982	-0.9968	-0.9102	M1	auxin.induced-regulated-responsive-activated*
GRMZM2G175805^SPE_F288^	Up	0.9918	0.9978	-0.9837	-0.9469	M1	development.late embryogenesis abundant
GRMZM2G098875	Up	0.9919	0.9941	-0.9790	-0.9465	M1	glutamate decarboxylase
**GRMZM2G059285** ***ZmAKR4C9* (gene 06a)**	Up	0.9856	0.9919	-0.9809	-0.9328	M1	minor CHO metabolism.others*
**GRMZM2G129234**	**Up**	0.9570	0.9914	-0.9923	-0.8969	M1	not assigned
**AC214451.3_FG005**^**SPE_F288**^	**Up**	0.9918	0.9978	-0.9837	-0.9469	M1	not assigned
GRMZM2G005344^SPE_F288^	Up	0.9918	0.9978	-0.9837	-0.9469	M1	not assigned
**GRMZM2G554314**^**SPE_F288**^	**Up**	0.9918	0.9978	-0.9837	-0.9469	M1	not assigned
AC203989.4_FG001	Up	0.9674	0.9781	-0.9601	-0.9405	M1	serine-glycine-cysteine group*
AC209215.4_FG004^SPE_F288^	Up	0.9827	1.0000	-0.9922	-0.9304	M1	transport.sugars
GRMZM2G136344	Up	0.9676	0.9957	-0.9932	-0.9111	M1	zeaxanthin epoxidase*
GRMZM5G859099	Up	0.9926	0.9643	-0.9307	-0.9740	M1	auxin.signal transduction
GRMZM2G131421	Up	0.9745	0.9603	-0.9256	-0.9732	M1	development.unspecified
GRMZM2G018820	Up	0.9975	0.9677	-0.9300	-0.9891	M1	glycerophosphodiester phosphodiesterase
GRMZM2G123480	Up	0.9875	0.9557	-0.9125	-0.9945	M1	not assigned
GRMZM2G050384	Up	0.9700	0.9598	-0.9274	-0.9665	M1	not assigned
GRMZM2G010673	Up	0.9994	0.9803	-0.9481	-0.9842	M1	not assigned
GRMZM2G387341	Up	0.9904	0.9671	-0.9292	-0.9889	M1	not assigned
GRMZM2G399136	Up	0.9924	0.9533	-0.9100	-0.9924	M1	stress.abiotic.heat
GRMZM2G009719	Up	0.9971	0.9667	-0.9277	-0.9919	M1	stress.abiotic.unspecified
**GRMZM2G026523**	**Up**	0.9830	0.9666	-0.9431	-0.9460	M1	transport.peptides and oligopeptides
GRMZM2G376661	Up	0.9847	0.9401	-0.8903	-0.9996	M1	allene oxidase synthase*
GRMZM2G004377	Up	0.9618	0.8989	-0.8373	-0.9969	M1	not assigned
GRMZM2G371462	Up	0.9628	0.9189	-0.8656	-0.9907	M1	not assigned
GRMZM2G012631	Up	0.9564	0.9184	-0.8676	-0.9828	M1	stress.abiotic.heat*
GRMZM2G069651	Up	0.9674	0.9159	-0.8594	-0.9971	M1	stress.abiotic.heat*
GRMZM2G316362	Up	0.9497	0.9391	-0.9044	-0.9539	M1	ACP desaturase*
GRMZM2G083716	Up	0.9364	0.9030	-0.8534	-0.9655	M1	protein.folding*
GRMZM2G024668	Up	0.9409	0.8949	-0.8384	-0.9783	M1	stress.abiotic.heat*
GRMZM2G028218	Up	0.9375	0.8816	-0.8196	-0.9823	M1	stress.abiotic.heat*
GRMZM2G164405	Down	-0.8584	-0.8310	0.7812	0.9004	M1	ACC synthase*
GRMZM2G092432	Down	-0.9418	-0.9350	0.9024	0.9445	M1	amino acid metabolism.misc
GRMZM2G302245	Up	0.8952	0.8675	-0.8190	-0.9298	M1	cell.division
GRMZM2G179685	Down	-0.8536	-0.8496	0.8145	0.8740	M1	flavonoids.dihydroflavonols
GRMZM5G881369	Down	-0.9043	-0.8614	0.8042	0.9496	M1	N-metabolism.misc
**GRMZM2G140763**	**Down**	-0.8631	-0.8682	0.8395	0.8721	M1	not assigned
GRMZM2G034623	Up	0.9224	0.9251	-0.8976	-0.9205	M1	not assigned
GRMZM2G177458	Up	0.9351	0.9353	-0.9069	-0.9323	M1	not assigned
GRMZM2G041714	Up	0.8949	0.8619	-0.8101	-0.9342	M1	not assigned
GRMZM2G113355	Up	0.9106	0.8732	-0.8196	-0.9500	M1	not assigned
GRMZM2G316721	Up	0.9060	0.9093	-0.8814	-0.9074	M1	not assigned
GRMZM2G440313	Up	0.8613	0.8396	-0.7934	-0.8975	M1	not assigned
GRMZM5G822947	Up	0.9161	0.8959	-0.8531	-0.9390	M1	not assigned
GRMZM2G056252	Up	0.8884	0.8765	-0.8377	-0.9097	M1	omega 6 desaturase*
GRMZM2G118610	Up	0.8853	0.9017	-0.8818	-0.8768	M1	phenylpropanoids.lignin biosynthesis.CAD*
GRMZM2G149422	Down	-0.8683	-0.8354	0.7826	0.9132	M1	signalling.in sugar and nutrient physiology
GRMZM2G128179	Down	-0.8939	-0.9152	0.8993	0.8775	M1	stress.abiotic.drought/salt
GRMZM2G300965	Up	0.8939	0.9187	-0.9053	-0.8733	M1	stress.biotic.respiratory burst*
GRMZM2G158328	Down	-0.9097	-0.8873	0.8427	0.9362	M1	WRKY domain transcription factor family
GRMZM2G173192	Up	0.9578	0.9018	-0.8537	-0.9596	M2	fermentation.LDH*
GRMZM2G035890	Up	0.9671	0.9278	-0.8913	-0.9491	M2	not assigned
GRMZM2G411216	Up	0.9528	0.8993	-0.8541	-0.9489	M2	not assigned
GRMZM2G165530	Down	-0.9452	-0.8774	0.8212	0.9613	M2	not assigned
GRMZM2G179827	Down	-0.9176	-0.9142	0.9069	0.8510	M2	ARR
GRMZM2G313272	Up	0.8990	0.8926	-0.8851	-0.8320	M2	aspartate family.asparagine
GRMZM2G124921	Up	0.9057	0.8377	-0.7870	-0.9095	M2	development.storage proteins
GRMZM2G126732	Up	0.8616	0.8439	-0.8321	-0.8003	M2	ethylene.synthesis-degradation*
GRMZM2G087186	Up	0.8691	0.8802	-0.8858	-0.7825	M2	fermentation.PDC*
GRMZM2G170958	Up	0.9004	0.9130	-0.9167	-0.8176	M2	HB,Homeobox transcription factor family
GRMZM2G178546	Down	-0.8441	-0.8457	0.8473	0.7627	M2	minor CHO metabolism.trehalose.TPP
GRMZM2G100158	Up	0.8619	0.8353	-0.8177	-0.8096	M2	misc.cytochrome P450*
GRMZM2G133407	Up	0.8471	0.8207	-0.8044	-0.7928	M2	misc.misc2
GRMZM2G021388	Up	0.9020	0.8502	-0.8120	-0.8838	M2	N misc.alkaloid-like
GRMZM2G008972	Down	-0.9132	-0.8350	0.7747	0.9349	M2	not assigned
GRMZM2G050556	Down	-0.9090	-0.8697	0.8399	0.8772	M2	not assigned
GRMZM2G552956	Down	-0.9096	-0.8857	0.8662	0.8612	M2	not assigned
GRMZM2G055802	Up	0.8067	0.8213	-0.8332	-0.7103	M2	not assigned
GRMZM2G119705	Up	0.8766	0.8460	-0.8247	-0.8304	M2	not assigned
GRMZM2G122543	Up	0.8544	0.8188	-0.7957	-0.8108	M2	not assigned
GRMZM2G127418	Up	0.8944	0.9171	-0.9271	-0.8029	M2	phenylpropanoids
GRMZM2G039993	Up	0.9138	0.8562	-0.8126	-0.9053	M2	salicylic acid.synthesis-degradation
GRMZM2G123973	Down	-0.9190	-0.8483	0.7937	0.9301	M2	transport.misc
GRMZM2G019183	Up	0.8756	0.8887	-0.8949	-0.7884	M2	trehalose.potential TPS/TPP
GRMZM2G101000	Up	0.7969	0.7826	-0.7393	-0.8373	M3	DNA.synthesis/chromatin structure
GRMZM2G311961	Down	-0.7418	-0.7117	0.6575	0.8051	M3	G-proteins
GRMZM2G381404	Down	-0.7918	-0.7719	0.7250	0.8383	M3	not assigned
GRMZM2G176774	Down	-0.7895	-0.7898	0.7559	0.8165	M3	protein.glycosylation
GRMZM2G015333	Down	-0.7922	-0.7849	0.7460	0.8265	M3	stress.biotic
**AC213621.5_FG002** ***ZmESMD1* (gene 14a)**	Up	0.9530	0.9601	-0.9552	-0.8857	M4	auxin.induced-regulated-responsive-activated
GRMZM2G023982	Up	0.9560	0.9694	-0.9676	-0.8852	M4	not assigned
**GRMZM2G035922** ***ZmFKBP20-1* (gene 10)**	Down	-0.9458	-0.9710	0.9766	0.8649	M4	protein.folding
**GRMZM5G869403** ***ZmEXO70B1***	**Up**	0.9289	0.9657	-0.9790	-0.8375	M4	RNA.regulation of transcription.unclassified
GRMZM2G464572	Down	-0.9551	-0.8847	0.8220	0.9870	M5	protein.degradation.ubiquitin.E2
GRMZM2G428391	Up	0.9290	0.8454	-0.7750	-0.9742	M5	stress.abiotic.heat*
GRMZM2G389416	Down	-0.6438	-0.5225	0.4477	0.6940	M6	glutamate family.proline
GRMZM2G086590	Down	-0.6438	-0.5225	0.4477	0.6940	M6	isoprenoids.terpenoids
GRMZM2G006206	Down	-0.9286	-0.9805	0.9947	0.8479	M7	G-proteins
GRMZM2G159393	Down	-0.9227	-0.9776	0.9960	0.8331	M7	misc.oxidases
**GRMZM2G077662**	**Down**	-0.9182	-0.9667	0.9744	0.8547	NA	G-proteins
**GRMZM2G067122**	**Up**	0.9408	0.9827	-0.9955	-0.8542	NA	not assigned
GRMZM2G431039	Down	-0.7376	-0.7720	0.7604	0.7348	NA	misc.beta 1,3 glucan hydrolases
GRMZM2G164074	Up	0.7721	0.7447	-0.7324	-0.7121	NA	misc.cytochrome P450*
GRMZM2G093246	Down	-0.5015	-0.6296	0.6882	0.3994	NA	misc.myrosinases-lectin-jacalin
GRMZM2G087824	Down	-0.8454	-0.7783	0.7336	0.8378	NA	not assigned
GRMZM2G071846	Up	0.8348	0.7815	-0.7156	-0.9027	NA	phosphoribosyltransferases.aprt
GRMZM2G054448^SPE_F288^	Up	0.6488	0.5684	-0.4839	-0.7639	NA	protein.degradation
GRMZM2G105348	Down	-0.6933	-0.6953	0.6608	0.7321	NA	stress.abiotic.heat

DE genes located at QTL6.05^i^ and/or displaying SPE patterns are in bold and/or underlined, respectively. Dark gray indicates DE genes with expression levels negatively and significantly correlating with cell wall-related traits. Light gray indicates DE genes with expression levels positively and significantly correlating with cell wall-related traits. Co-expression modules as determined by NetworkAnalyzer are designated M1-M7. Cell wall degradability, sugar content and lignin content were estimated by IVNDFD, hemicellulose content in % NDF, cellulose content in % NDF and acid detergent lignin in % NDF. Locus_58585: cov45_id80_joint_Locus_58585; NA: not appropriate.

* DE genes with significant enrichment in Biological processes.

This prompted us to compare our common QTL6.05^i^ DE gene dataset to the deregulated transcriptome of four RILs derived from the cross of F288 x F271 [38]. Interestingly, five of the 125 common QTL6.05^i^ DE genes exhibited DE patterns between F271 and the set of four RILs (Table 1): (1) *ZmFKB20-1* described above, (2) an *universal stress protein* (*USP*) (*GRMZM2G009719*), (3) the maize *J3* ortholog (*GRMZM2G028218*; *ZmHSP40*) encoding an HSP40 known to function in meristem size control in Arabidopsis [79], (4) one gene (*GRMZM2G041714*) with homology to Arabidopsis *hypoxia-induced gene domain 3*, and (5) *GRMZM2G169382*, an ortholog of Arabidopsis *group VII ethylene response factor (ERF-VII) ERF71/HYPOXIA RESPONSIVE ERF2* (*ZmERF71/HRE2*) that may supervise plant intracellular reactive oxygen species (ROS) homeostasis [80]. 

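The values of ZmFKB20-1 are given with the locus genes. The USP gene (GRMZM2G009719) had a log2 fold change of 1.115 in NILs 1 (standard error 0.149, adjusted p = 0.00192 from edgeR's quasi-likelihood test) and 0.782 in NILs 2 (standard error 0.124, adjusted p = 0.00184). ZmERF71 (GRMZM2G169382) rose by 0.875 (standard error 0.168, adjusted p = 0.00972) and 0.833 (standard error 0.137, adjusted p = 0.00221). ZmHSP40 (GRMZM2G028218) passed the threshold in NILs 1, with a log2 fold change of 0.986 (standard error 0.21, adjusted p = 0.0152), and not in NILs 2, where it was 0.4 (standard error 0.174, adjusted p = 0.125), although the difference between the pairs was not larger than the spread between samples (interaction adjusted p = 0.145). The homolog of hypoxia-induced gene domain 3 (GRMZM2G041714) changed by 1.091 (adjusted p = 0.00185) and 0.557 (adjusted p = 0.0094), and it was removed in step III for its NIL effect (adjusted p = 0.0184, or 0.128 with all 10 libraries). The sum of libraries of the same number, chosen after seeing the data, took USP to an adjusted p-value of 0.145 in NILs 1 and 0.171 in NILs 2, and ZmERF71 to 0.138 and 0.0575. It took ZmHSP40 to 0.262 in NILs 1. With all 10 libraries as separate samples, ZmHSP40 in NILs 1 was at 0.0874 and GRMZM2G041714 in NILs 2 at 0.0557, both above the threshold. USP and ZmERF71 stayed past the threshold in both pairs in that fit, which treats libraries as replicates although the paper states 2 rows per line. A replicate block by letter, paired by the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels), took ZmHSP40 in NILs 2 to 0.00133. The comparison with the RILs rests on another dataset, which was not analysed here.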

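Gene 42 (GRMZM2G522776) was counted 2 times in the 1 F288 library and 5, 1 and 1 times in the 2 F288 libraries, below the filter on low counts, and so received no test in the main fit. The paper reasons from the absence of gene 42 from the common DE genes that a direct role in the traits is not favored.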

It is noteworthy that the gene *42* with unknown function did not belong to the common QTL6.05^i^ DE gene dataset, which is not in favor of a direct role of this gene in cell wall-related trait variation. Importantly, none of the common QTL6.05^i^ DE genes were located in the QTL6.07 confidence interval.

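Among the 125 genes of Table 1, all 73 upregulated genes had a positive and all 52 downregulated genes a negative log2 fold change in both pairs of the main fit. The absolute log2 fold change ranged from 0.485 to 10.43 in NILs 1, with a median of 1.22, and from 0.209 to 10.05 in NILs 2, with a median of 0.98. In the fit of all 10 libraries, 123 of the 125 genes passed the filter and all 123 kept their direction in both pairs. The common set of the main fit itself was divided into 72 upregulated and 81 downregulated genes. Of the alternatives fixed in advance, the division moved most with all 10 libraries, the likelihood ratio test and a separate fit per pair, to 66 upregulated and 40 downregulated genes.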

Of the common QTL6.05^i^ DE genes, 52 and 73 were found to be downregulated and upregulated in the NILs^F288^ relative to the NILs^F271^, respectively (Fig 3A and 3B, and Table 1). 

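The SPE patterns rest on counts of 0. The 2 genes marked SPE_F271 had 0 counts in all 4 libraries with F288 alleles, while GRMZM2G050917 had between 66 and 150 counts and Locus_58585 between 31 and 58 counts in the 6 libraries with F271 alleles. Of the 7 genes marked SPE_F288, GRMZM2G175805, AC214451.3_FG005, GRMZM2G005344 and GRMZM2G554314 had 0 counts in every library with F271 alleles. GRMZM2G005344 was the rarest, with 7 counts in 1 F288 and 6, 2 and 10 counts in 2 F288. The other 3 had single counts in libraries with F271 alleles. AC209215.4_FG004 had 1 count in 2 of these libraries and between 89 and 182 counts with F288 alleles, GRMZM2G084794 had 1 count in 3 of them and between 42 and 74, and GRMZM2G054448 had 1 count in 2 of them and between 41 and 74. Each of the 9 genes was past an adjusted p-value of 0.05 in both pairs of the main fit in edgeR's quasi-likelihood test, with the highest value, 0.0478, for GRMZM2G005344 in NILs 1. That gene passed in only 5 of the 10 settings that tested it in NILs 1, and in 7 of 10 in NILs 2. It had no test with all 10 libraries or with sums by number. Under the definition used here, 0 counts without the pattern and at least 1 count in every library with it, 12 genes of the whole table were SPE_F288 and 2 were SPE_F271. A minimum of 5 counts left 3 and 2 genes.

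**Figure D4:**
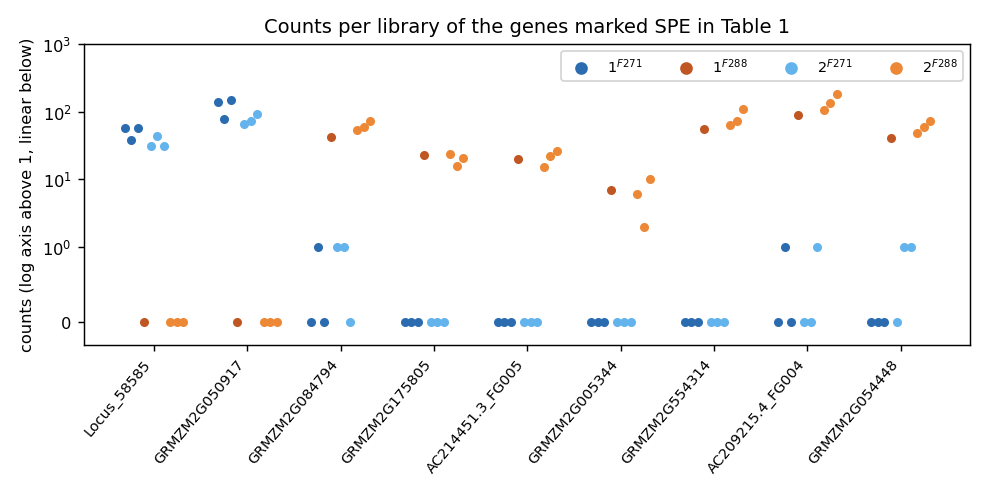
Counts in each library of the 9 genes marked SPE in Table 1, on an axis that is logarithmic above 1 and linear below it. Each point is a library, colored by line. The genes marked SPE_F288 have at most 1 count in any library with F271 alleles.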

Interestingly, two of the 52 downregulated genes showed SPE_F271 patterns, while seven of the 73 upregulated genes showed SPE_F288 patterns (Table 1). Additionally, GO analysis revealed that the downregulated genes had significant enrichment in the “1-aminocyclopropane-1-carboxylate (ACC) biosynthetic process”, which is the first committed and in most instances the rate-limiting step in ethylene biosynthesis (Fig 3C and S5 Table). 

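Table 1 of the paper marks both ACC synthase genes, ZmACS7 (GRMZM5G894619) and GRMZM2G164405, as belonging to enriched processes. In the rows of S5 Table available here, the only gene listed under this term is GRMZM2G164405. It had 4.79 ± 0.996 CPM in 1 F271 (SD, n = 2 samples), 1.14 in 1 F288 (no replicates), 1.78 ± 0.0462 in 2 F271 and 1.03 ± 0.555 in 2 F288 (SD, n = 2 each). The log2 fold change was -2.06 in NILs 1 (standard error 0.397, adjusted p = 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NILs 2 it was -0.88 and did not exceed the spread between samples (standard error 0.334, adjusted p = 0.0843), so the gene was not in the common set of the main fit. The value for NILs 2 moved most when a sample was left out, from -1.48 to -0.314. Blocking by the letter of the library, a pairing taken from the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels), lowered its adjusted p-value in NILs 2 to 0.0114. The other ACC synthase gene, ZmACS7 (GRMZM5G894619), fell by 0.934 (adjusted p = 0.00562) and 0.504 (adjusted p = 0.0164) on the log2 scale in the respective pairs. The enrichment test itself was not recomputed, because the reference list of terms is not in the files analysed here. The paper takes the enrichment among downregulated genes as pointing to the first committed step of ethylene biosynthesis.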

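The genes that the available rows of S5 Table place under these terms were looked up in the main fit (edgeR's quasi-likelihood test). Of 11 genes under the oxidation-reduction process, 10 passed an adjusted p-value of 0.05 in both pairs. The same held for all 5 genes under the regulation of hydrogen peroxide metabolism, all 5 under the SA-mediated signaling pathway, all 4 under the response to hypoxia, and both genes under cell wall macromolecule metabolism, which are also the 2 genes under xylem development. For protein folding 3 of 5 genes passed, and for the response to heat 4 of 5. The lists share members, so these counts are not independent of each other. When all 10 libraries were separate samples, fewer genes passed in both pairs, namely 5 of the 11 under oxidation-reduction, 1 of 5 under hydrogen peroxide metabolism and 0 of 5 under protein folding. That fit has no block for the library number. Adding this block, a choice made after seeing the data, raised the Table 1 genes passing in both pairs from 81 to 116. The common set rose from 109 to 180 genes. The genes of each term were not counted with this block. The enrichment itself was not recomputed.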

For the upregulated genes, enriched GO terms associated with biological processes were related to oxidation-reduction, regulation of hydrogen peroxide metabolism, response to hypoxia, jasmonic acid (JA) metabolism, salicylic acid (SA)-mediated signaling pathway, protein folding, response to heat, cell wall macromolecule metabolism and xylem development (Fig 3C and S5 Table).

### Almost two-thirds of the common QTL6.05^i^ DE genes are associated with the cell wall-related traits

To test the ability of the 125 common QTL6.05^i^ DE genes to be associated with the cell wall-related traits, linear correlation between gene expression levels and traits was determined by calculating PCCs between the expression level of each of the common QTL6.05^i^ DE genes and each cell wall-related trait. We found 79 DE genes significantly associated with at least one of the traits, referred to below as the correlating DE gene set (Table 1 and S6 Table). 

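The 10 traits are those of S6 Table, with the line means of S4 Table, and the expression of a gene in a line is the natural log of its normalized level in the main 7 samples. Over the n = 4 lines, 54 of the 125 genes met the paper's criterion, an absolute PCC above 0.95, with at least 1 trait. Of these, 41 genes met it with 1 trait, 12 with 2 and 1 with 3. The criterion was met with IVNDFD by 43 genes, with hemicellulose content by 3 and with cellulose content by 1. Coefficients over 4 lines have few degrees of freedom and are not printed here. When lines without counts were given 0.5 counts in place of the value -100000000 that the paper's S5 Table uses, 55 genes met the criterion, and line values from all 10 libraries gave 54 genes. From significant coefficients with at least 1 of the traits, the paper defines the correlating DE gene set.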

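Of the genes named for the locus, ZmP5CS1 (AC203754.4_FG008) and ZmRPS23 (GRMZM2G140609) each met the paper's criterion with 1 trait over the n = 4 lines, as did Locus_58585. ZmAKR4C9 (GRMZM2G059285), ZmFKB20-1 (GRMZM2G035922) and ZmESMD1 (AC213621.5_FG002) met it with 0 traits, given the line values computed here and the trait means of S4 Table. Replacing the value for lines without counts by 0.5 counts, or taking line values from all 10 libraries, left these numbers as they were. Both changes concern the expression values only, and no other trait values were tried.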

This included the cov45_id80_joint_Locus_58585 and the five DE genes (*ZmP5CS1*, *ZmAKR4C9*, *ZmFKB20-1*, *ZmESMD1* and *ZmRPS23*) located in the QTL6.05 locus (Table 1).

The number of correlating DE genes ranged from 15 for one trait up to 20 for three traits (Fig 4A and S6 Table). 

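The 3 genes were all higher with F288 alleles. AC209215.4_FG004 had at most 1 count in a library with F271 alleles, and its log2 fold change was 7.66 in NILs 1 (standard error 0.599, adjusted p = 2.61e-04 from edgeR's quasi-likelihood test) and 8.63 in NILs 2 (standard error 0.486, adjusted p = 3.80e-06). GRMZM2G085964 rose by 1.42 (standard error 0.239, adjusted p = 0.00538) and 1.6 (standard error 0.203, adjusted p = 5.15e-04), and GRMZM2G142802 by 0.946 (standard error 0.124, adjusted p = 0.00179) and 1.19 (standard error 0.105, adjusted p = 5.65e-05). Over the n = 4 lines each of them met the paper's correlation criterion with 1 trait, with the line means of S4 Table, and no gene of the 125 met it with 6. GRMZM2G142802 had, with all 10 libraries as separate samples, an adjusted p-value of 0.0502 in NILs 1, so that it left the common set.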

A subset of three upregulated genes (*AC209215*.*4_FG004*, *GRMZM2G085964* and *GRMZM2G142802)* were associated with six traits (S6 Table). Among them, one gene (*AC209215*.*4_FG004*) with homology to Arabidopsis *voltage dependent anion channel 1* showed SPE_F288 pattern (Table 1). Interestingly, the subset of three upregulated genes also included a transcription factor (TF) with homology with Arabidopsis *ERF72/RELATED TO APETALA2*.*3 (RAP2*.*3)* (*GRMZM2G085964*; hereafter named *ZmERF72/RAP2*.*3*) linked to the hypoxia response [81]. 

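ZmERF72 (GRMZM2G085964, chromosome 6 of AGPv3, 138751831 to 138753113) had 5.34 ± 1.3 CPM in 1 F271 (SD, n = 2 samples), 14.5 in 1 F288 (no replicates), 4.81 ± 1.54 in 2 F271 and 15.1 ± 0.754 in 2 F288 (SD, n = 2 each). The gene had between 109 and 278 counts in the libraries with F271 alleles and between 416 and 497 in those with F288 alleles. The counts in F271 libraries were themselves uneven, with 146, 235 and 164 in 1 F271 and 149, 278 and 109 in 2 F271. Leaving out 1 sample at a time gave log2 fold changes from 1.22 to 1.71 in NILs 1 and from 1.36 to 2.03 in NILs 2. When libraries of the same number were summed, a choice made after seeing the data, the adjusted p-value in edgeR's quasi-likelihood test was 0.15 in NILs 1 and 0.0369 in NILs 2.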

The third upregulated gene (*GRMZM2G142802*) was annotated as a stem-specific protein TSJT1 and related to enriched GO terms “SA-mediated signaling pathway”, “regulation of hydrogen peroxide metabolic process” and “hypoxia” (Table 1 and S5 Table).

**Fig 4:**
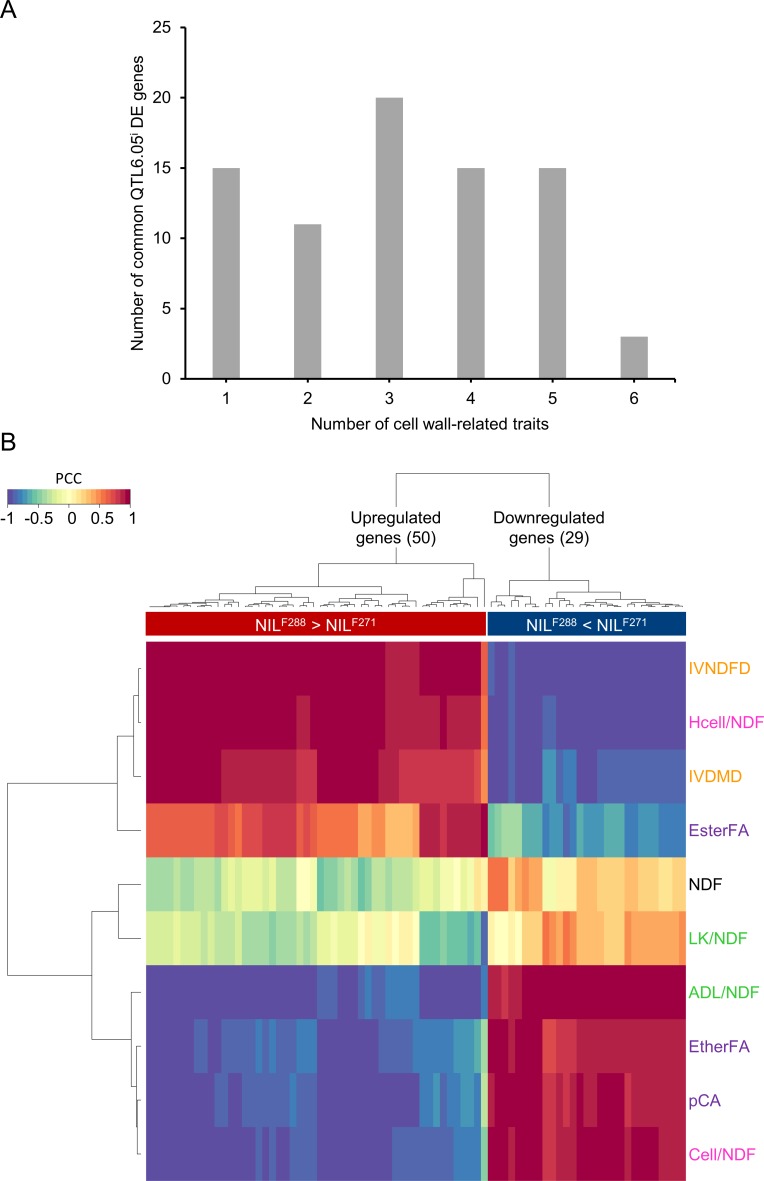
Identification of DE genes associated with cell wall-related traits. (A) Number of common QTL6.05^i^ DE genes correlating with at least one of the cell wall-related traits. (B) Gene expression levels of the 79 correlating DE genes in NILs introgressed into QTL6.05^i^. Columns represent gene expression profiles, and rows represent cell wall-related traits as follows: cell wall content (black), degradability (orange), sugar content (pink), lignin content (green) and *p*-hydroxycinnamic acids content (purple). IVNDFD: *in vitro* neutral detergent fiber digestibility; Hcell/NDF: hemicellulose content in % NDF; IVDMD: *in vitro* dry matter digestibility; EsterFA: esterified ferulic acid content in mg g^-1^ NDF; LK/NDF: lignin klason in % NDF; NDF: neutral detergent fiber; ADL/NDF: acid detergent lignin in % NDF; Cell/NDF: cellulose content in % NDF; pCA: *p*-coumaric acid content mg g^-1^ NDF; EtherFA: etherified ferulic acid content in mg g^-1^ NDF.

The expression levels of the 79 correlating DE genes and their correlation with the cell wall-traits were visualized in a clustered map, revealing opposite correlation of individual DE genes with multiple traits (Fig 4B). It is worth noting that upregulated genes (including *ZmAKR4C9*, *ZmESMD1* and *ZmRPS23* located in the QTL6.05 locus) showed positive correlations with cell wall degradability and hemicellulose content, and negative correlations with cellulose content (Fig 4B). 

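All 73 upregulated genes of Table 1 had a positive coefficient with IVNDFD over the n = 4 lines, in the main 7 samples and with all 10 libraries. The 2 lines with F288 alleles also have the higher IVNDFD, 25.0464 and 26.4956 against 21.1457 and 21.8541 in S4 Table of the paper. The genes were chosen from the same counts for being higher in these lines, so the positive sign largely follows from the choice. At the locus, ZmAKR4C9, ZmESMD1 and ZmRPS23 had a positive coefficient with IVNDFD, and of them only ZmRPS23 met the paper's criterion. The paper notes positive correlations of these genes with degradability and hemicellulose content, and negative ones with cellulose content.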

In contrast, downregulated genes (including *ZmP5CS1* and *ZmFKB20-1* located in the QTL6.05 locus) showed negative correlations with cell wall degradability and hemicellulose content, while exhibiting positive correlations with cellulose content (Fig 4B).

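Negative coefficients with IVNDFD were found over the n = 4 lines for all 52 downregulated genes, with either treatment of lines without counts. These genes were chosen from the same counts for being lower with F288 alleles, and the lines with F288 alleles have the higher IVNDFD. The negative sign therefore largely follows from the choice of genes. ZmP5CS1 met the paper's criterion with 1 trait and ZmFKB20-1 with none. In the line values of S4 Table, hemicellulose content was 48.8124 and 48.7591 with F271 alleles against 50.4778 and 52.9517 with F288 alleles, and cellulose content was 45.1607 and 45.6044 against 44.0904 and 42.0667. For these genes the paper reports negative correlations with degradability and hemicellulose content, and positive ones with cellulose content.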

### Toward a co-expression network of genes associated with QTL6.05^i^

To get more insights into the putative coregulation of the 125 common QTL6.05^i^ DE genes, a network analysis of co-expression relationships among the common QTL6.05^i^ DE genes was performed using PCCs between the gene expression levels. The resulting gene co-expression network incorporated 116 DE genes and 329 edges (Fig 5 and S7 Table). 

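With line values from the main 7 samples, 325 gene pairs among the 125 genes met the paper's co-expression criterion, an absolute PCC above 0.995 over n = 4 lines. They joined 112 genes into 5 connected modules. Line values from all 10 libraries gave 331 pairs, 116 genes and 7 modules, and 327 of the 329 pairs in S7 Table were among them. Among pairs of genes marked SPE, 22 of 36 met the criterion, with the value of -100000000 for lines without counts. When 0.5 counts were given to those lines, 324 pairs met it in the 7 samples and 326 with all 10 libraries. The choice of library mattered more. With 1 library per line (always the same one for 1 F288) and 0.5 counts for lines without counts, 264 pairs were found with E_1, 208 with E_2 and 270 with I_1, and 63, 34 and 62 of these were among the 326 pairs from all libraries. Only 5 of the 326 were found with every choice.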

Seven connected modules (designated M1-M7) were determined and significant correlations with cell wall degradability and sugar content were visualized in the gene co-expression network for each DE gene (Table 1). As shown in Fig 5, modules M1 (77 DE genes and 283 edges), M4 (4 DE genes and 3 edges) and M7 (2 DE genes and 1 edge) brought together the majority of the correlating DE genes since 58% (45/77), 100% (4/4) and 100% (2/2) of their nodes, respectively, were correlated with at least two of the three cell wall-related traits. 

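The largest module of the main line values held 89 genes and 293 pairs, and 42 of its genes met the paper's criterion with IVNDFD over the n = 4 lines. Line values from all 10 libraries gave 77 genes and 285 pairs for the largest module, 39 of them with IVNDFD. A floor of 0.5 counts for lines without counts made it 93 genes, with 293 pairs. Among all 125 genes, 3 met the criterion with at least 2 of IVNDFD, hemicellulose and cellulose content. The paper concludes from the share of correlating genes per module that these modules bring together most of the correlating DE genes.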

It is also worth noting that 70% (54/77) of the genes in module M1 correlated with cell wall degradability (Table 1). In contrast, DE genes within modules M2 (24 DE genes and 34 edges), M3 (5 DE genes and 6 edges), M5 (2 DE genes and 1 edge) and M6 (2 DE genes and 1 edge) tended to be almost not correlated with cell wall-related traits (Table 1 and Fig 5). Interestingly, up to two-thirds of the genes in module M1 that were associated with at least one of the three cell wall-related traits were related to the enriched biological processes we identified. 

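ZmACS7 (GRMZM5G894619) had 20.3 ± 3.27 CPM in 1 F271 (SD, n = 2 samples), 10.6 in 1 F288 (no replicates), 16.6 ± 1.46 in 2 F271 and 11.7 ± 0.421 in 2 F288 (SD, n = 2 each). The log2 fold change was -0.934 in NILs 1 (standard error 0.159, adjusted p = 0.00562 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.504 in NILs 2 (standard error 0.123, adjusted p = 0.0164). Its coefficient with IVNDFD was negative over the n = 4 lines and did not meet the paper's criterion with any of the 10 traits. The sum of libraries of the same number, chosen after seeing the data, gave adjusted p-values of 0.107 and 0.083. In the network of the main line values it had 7 neighbors, and 11 with all 10 libraries.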

One noteworthy gene of module M1 that negatively correlated with cell wall degradability and hemicellulose content was an *ACC synthase* (*ACS*) gene (*GRMZM5G894619*; hereafter named *ZmACS7*) involved in the ethylene biosynthetic pathway (Fig 5). 

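ZmERF71 (GRMZM2G169382) had 3.54 ± 0.199 CPM in 1 F271 (SD, n = 2 samples), 6.51 in 1 F288 (no replicates), 3.71 ± 0.599 in 2 F271 and 6.71 ± 0.0892 in 2 F288 (SD, n = 2 each). Over the n = 4 lines, ZmERF71 and ZmERF72 had positive coefficients with IVNDFD and each met the paper's criterion with 1 trait. Their numbers of neighbors in the network were 14 and 10 in the main 7 samples and 13 and 10 with all 10 libraries. Leaving out 1 sample at a time moved the log2 fold change of ZmERF71 from 0.825 to 0.937 in NILs 1 and from 0.707 to 1.04 in NILs 2.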

Also related to hormone responses were the two *ERF-VIIs* (*ZmERF71/HRE2* and *ZmERF72/RAP2*.*3*) that showed positive correlation with the three cell wall-related traits (Fig 5). Another class of genes correlated with cell wall degradability are heat shock proteins (HSPs) known to affect protein folding and response to heat (Fig 5). 

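The HSP90 orthologs differed in how evenly they changed. GRMZM2G012631 rose by a log2 fold change of 1.08 in NILs 1 (standard error 0.19, adjusted p = 0.00667 from edgeR's quasi-likelihood test) and 0.531 in NILs 2 (standard error 0.16, adjusted p = 0.0382). GRMZM2G069651 rose by 0.722 (standard error 0.138, adjusted p = 0.00945) and by 0.343, which did not reach the threshold (standard error 0.114, adjusted p = 0.0554). GRMZM2G024668 rose by 1.85 (standard error 0.253, adjusted p = 0.00214) and 0.81 (standard error 0.215, adjusted p = 0.0232), and the difference between the pairs passed the threshold (interaction adjusted p = 0.0468, or 0.224 with all 10 libraries). ZmHSP40 (GRMZM2G028218) rose by 0.986 and 0.4. In the 1 F271 libraries GRMZM2G024668 was itself variable, with 2425, 5385 and 2649 counts. All of these genes had positive coefficients with IVNDFD over the n = 4 lines without meeting the paper's criterion for any trait. Their numbers of neighbors were 4 for GRMZM2G012631, 2 for GRMZM2G069651, 3 for GRMZM2G024668 and 3 for ZmHSP40. In the fit of all 10 libraries none of the 4 genes had an adjusted p-value below 0.05 in NILs 2, the lowest being 0.064 for GRMZM2G069651. The replicate block by letter moved them the other way, to adjusted p-values in NILs 2 of 5.86e-05 for GRMZM2G012631, 1.66e-04 for GRMZM2G069651, 1.73e-04 for GRMZM2G024668 and 0.00133 for ZmHSP40. The pairing behind the block is taken from the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels).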

Two positively correlating genes (*GRMZM2G012631* and *GRMZM2G069651*) with homology to Arabidopsis *HSP90* were connected to a limited set of other genes, including another maize *HSP90* ortholog (*GRMZM2G024668*) and *ZmHSP40*.

**Fig 5:**
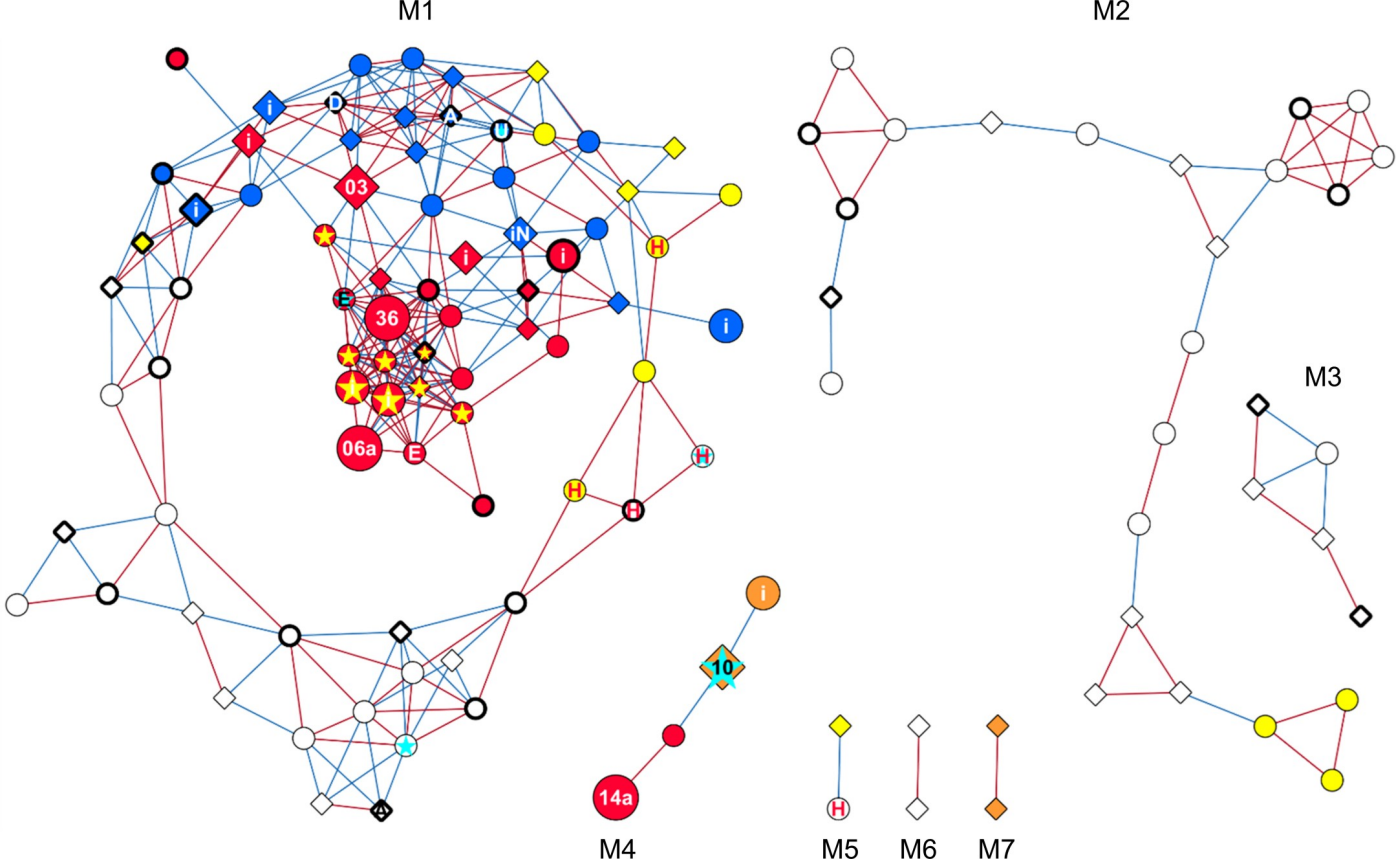
Co-expression network of common QTL6.05^i^ DE genes. Downregulated genes in the NILs^F288^ relative to the NILs^F271^ are represented by diamonds, and upregulated genes by circles. Colored diamonds indicate genes with expression levels negatively correlating with cell wall degradability (IVNDFD) and/or hemicellulose content (Hcell/NDF), and/or positively correlating with cellulose content (Cell/NDF). Colored circles indicate genes with expression levels positively correlating with IVNDFD and/or Hcell/NDF, and/or negatively correlating with Cell/NDF. Node colors represent correlation with IVNDFD (yellow), IVNDFD and Hcell/NDF (blue); IVNDFD, Hcell/NDF and Cell/NDF (red); Hcell/NDF and Cell/NDF (orange). The “i” present in the nodes indicates DE genes located in the QTL6.05^i^ region; numbered and larger nodes indicate genes located in the QTL6.05 locus (gene *03*: *ZmP5CS1*; gene *06*: *ZmAKR4C9*; gene *10*: *ZmFKB20-1*; gene *14a*: *ZmESMD1*; gene *36*: *ZmRPS23*). The letters “A”, “D”, “E”, “H”, “N” and “U” present in the nodes indicate genes encoding ACC synthase, DREB TF, ERF-VII TF, HSP, NAC TF and universal stress protein, respectively. Blue stars indicate DE genes previously identified [38]; yellow stars indicate DE genes with SPE patterns co-expressed with *ZmRPS23* (gene *36*). Thick borders indicate gene with the GCCGCC motif in their promoter. Edges colored blue connect co-expressed genes with a PCC less than -0.995, red edges represent a PCC bigger than 0.995. Modules as determined by NetworkAnalyzer are designated M1-M7.

Of the 116 DE genes incorporated in the gene co-expression network, 16 (almost 14% of the DE genes incorporated in the gene co-expression network) located in QTL6.05^i^, including the fives genes (*ZmP5CS1*, *ZmAKR4C9*, *ZmFKB20-1*, *ZmESMD1* and *ZmRPS23*) located in the QTL6.05 locus (Table 1 and Fig 5). Furthermore, we observed that 13 of these 16 DE genes were in module M1 (including *ZmP5CS1*, *ZmAKR4C9* and *ZmRPS23*), while three were in module M4 (including *ZmFKB20-1* and *ZmESMD1*). All these 16 DE genes were correlating with at least two of the three cell wall-related traits. Of note, *ZmRPS23* in module M1 had high connectivity with 13 DE genes (including *ZmERF71/HRE2* and eight of the nine DE genes displaying SPE_patterns) that were all correlated with cell wall degradability and sugar content (Fig 5). 

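ZmRPS23 (GRMZM2G140609) had 7 neighbors in the network of the main 7 samples, 1 of them marked SPE, and 13 neighbors with all 10 libraries, 8 of them marked SPE. When lines without counts were given 0.5 counts, the numbers were 9 and 12. The gene was counted between 827 and 1547 times per library, and its log2 fold change of 0.724 in NILs 1 and 0.694 in NILs 2 stayed past the threshold with every sample left out in turn, with values from 0.571 to 0.907 and from 0.623 to 0.771. Over the n = 4 lines ZmRPS23 met the paper's criterion with 1 trait. The paper takes the connectivity of the gene as a reason to consider it a candidate.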

Moreover, seven neighbors of *ZmRPS23* were connected with *ZmAKR4C9*, while four neighbors of *ZmRPS23* were connected with *ZmP5CS1*. It is also worth noting that *ZmAKR4C9* had high connectivity with eight DE genes (including *ZmERF2/RAP2*.*3*) that were all correlated with cell wall degradability and sugar content (Fig 5). 

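The network of the main 7 samples gave ZmAKR4C9 (GRMZM2G059285) 8 neighbors, as did line values from all 10 libraries, and 5 neighbors with 0.5 counts for lines without counts. Between 1 and 6 counts per library with F271 alleles stand behind its line values, so a difference of single counts moves them. With each sample left out in turn the log2 fold change ranged from 3.06 to 4.33 in NILs 1 and from 3.8 to 4.07 in NILs 2.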

Additionally, three of the four DE genes of module M4 were located in QTL6.05^i^, namely *ZmFKB20-1*, *ZmESMD1* and one gene (*GRMZM5G869403*) annotated as exocyst subunit EXO70 family protein B1 (*ZmEXO70B1*).

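ZmEXO70B1 (GRMZM5G869403) had 25.4 ± 1.55 CPM in 1 F271 (SD, n = 2 samples), 41.5 in 1 F288 (no replicates), 19.4 ± 0.483 in 2 F271 and 44.9 ± 3.14 in 2 F288 (SD, n = 2 each). It rose by a log2 fold change of 0.708 in NILs 1 (standard error 0.096, adjusted p = 0.00205 from edgeR's quasi-likelihood test) and 1.216 in NILs 2 (standard error 0.081, adjusted p = 1.01e-05). The difference between the pairs was larger than the spread between samples (interaction adjusted p = 0.0169, or 0.0366 with all 10 libraries and 0.143 with sums by number, chosen after seeing the data), so the main fit removed the gene in step III. Its values in both pairs stayed past the threshold in every setting run for single genes, from 0.642 to 0.774 and from 1.149 to 1.296. ZmFKB20-1, ZmESMD1 and ZmEXO70B1 had 3, 2 and 0 neighbors in the network of the main 7 samples.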

### Transcription factors associated with QTL6.05^i^

Genes having the same TF binding sites are assumed to be functional partners since they are regulated by the same TFs. Therefore, a PLM study [68] was carried out to determine whether there were any over-represented TF binding sites in the promoter of the common QTL6.05^i^ DE gene dataset. Among the promoters of the common QTL6.05^i^ DE genes, we identified the CATGTG motif (S8 Table) which is bound by NAC TFs [82]. 

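GRMZM2G465835 was among the rarest of the named genes, with 13, 7 and 12 counts in 1 F271, 1 count in 1 F288, 10, 7 and 9 counts in 2 F271 and 0, 0 and 4 counts in 2 F288. Its log2 fold change of -3.36 in NILs 1 (standard error 1.258, adjusted p = 0.109 from edgeR's quasi-likelihood test) and -2.4 in NILs 2 (standard error 0.846, adjusted p = 0.0675) did not pass the threshold in either pair. With all 10 libraries as separate samples the adjusted p-values were 0.09 and 0.0349, and with a replicate block by letter 0.0511 and 0.0301, where the pairing is taken from the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels). Leaving out a sample moved the value in NILs 2 from -6.64 to -1.07. Its number of neighbors in the network was 10. At this depth the size of the change is poorly fixed.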

Interestingly, there was one gene (*GRMZM2G465835*) in module M1 (Fig 5) located in QTL6.05^i^ and showing homology to Arabidopsis *NAC090*, which is a negative regulator of SA-mediated leaf senescence [83]. Also present in the promoters of the common QTL6.05^i^ DE genes were (1) the TGACG motif which is involved in transcriptional activation of several genes by auxin and/or SA [84] and (2) the GCCGCC motif which is the core site of GCC-box required for the binding of AP2/ERF TF family and for the regulation of JA-responsive gene expression [85,86]. It is noteworthy that in module M1 the two *ERF-VIIs* (*ZmERF71/HRE2* and *ZmERF72/RAP2*.*3*) were central in the sense that together they covered 73% (19/26) of the DE genes (including *ZmAKR4C9* and *ZmRPS23* located in the QTL6.05 locus) that were correlated with cell wall degradability and sugar content. Additionally, a member (*GRMZM2G368838*) of the DREB (dehydration-responsive-element-binding) subfamily A-4 of AP2/ERF TF family was also present in module M1 (Fig 5). 

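GRMZM2G368838 had 56, 20 and 72 counts in 1 F271, 3 in 1 F288, 16, 41 and 15 in 2 F271 and 2, 5 and 1 in 2 F288. Its log2 fold change was -4.11 in NILs 1 (standard error 0.711, adjusted p = 0.00613 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.87 in NILs 2 (standard error 0.563, adjusted p = 0.00579). The gene met the paper's correlation criterion with 1 trait over the n = 4 lines and had 8 neighbors, or 11 with all 10 libraries. After libraries of the same number were summed, a choice made after seeing the data, the adjusted p-values were 0.106 and 0.0603. As samples were left out in turn, the log2 fold change ranged from -4.43 to -3.79 in NILs 1 and from -4.37 to -2.36 in NILs 2.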

One noteworthy neighbors of *GRMZM2G368838* was *ZmACS7* (Fig 5). Finally, several F271 or F288-specific PLMs were identified in the promoter of *ZmAKR4C9*, *ZmFKBP20-1*, *ZmESD1* and *ZmRPS23* (S3 Fig). Although, the biological importance of these genotype-specific motifs will require further investigation, these results, together with those of Fig 5, support *ZmAKR4C9*, *ZmFKBP20-1*, *ZmESD1* and *ZmRPS23* as candidate genes for the targeted QTL6.05 locus. Therefore, to confirm the differential expression, qRT-PCR experiments were performed based on the same samples that had been used for the initial RNA-seq analysis. Transcript levels of *ZmAKR4C9* were not quantified because it was not possible to design gene-specific primers of sufficient quality for qRT-PCR. The other three candidate genes were significantly affected by the substitution of F271 alleles with that of F288 at QTL6.05^i^ with opposite effects: (1) downregulation of *ZmFKBP20-1* in the NILs^F288^ relative to the NILs^F271^; (2) upregulation of *ZmESD1* and *ZmRPS23* in the NILs^F288^ relative to the NILs^F271^ (S9 Table). 

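The 3 genes measured by qRT-PCR were looked up in the RNA-seq counts. ZmFKB20-1 (GRMZM2G035922) fell by 0.553 on the log2 scale in NILs 1 (adjusted p = 0.0124 from edgeR's quasi-likelihood test) and by 0.745 in NILs 2 (adjusted p = 3.73e-04). The paper's qRT-PCR means are 120.65 and 75.51 in 1 F271 and 1 F288 and 140.64 and 69.23 in 2 F271 and 2 F288. ZmESMD1 (AC213621.5_FG002) rose by 2.27 and 2.62, from at most 10 counts per library with F271 alleles, while the paper's qRT-PCR means are 97.74 and 116.94 in the first pair and 88.26 and 95.62 in the second. The qRT-PCR means are on a linear scale, and the rise they show for ZmESMD1 is far smaller than its RNA-seq change. For this gene the methods share the direction and not the size. ZmRPS23 (GRMZM2G140609) rose by 0.724 and 0.694, against the paper's qRT-PCR means of 109.78 and 190.23, and 125.76 and 180.57. The reference genes of the qRT-PCR were also counted. ZmGRP2 (GRMZM2G080603) changed by -0.121 in NILs 1 (adjusted p = 0.406) and 0.339 in NILs 2 (adjusted p = 0.00944), and ZmUBC30 (GRMZM2G102471) by -0.21 (adjusted p = 0.255) and 0.169 (adjusted p = 0.215). Leaving out a sample moved the change of ZmGRP2 in NILs 2 from 0.295 to 0.39. For ZmUBC30 in NILs 2, a replicate block by letter gave an adjusted p-value of 0.00957, with samples paired by the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels). The paper takes the common direction of both methods as support for its differential expression analysis.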

These results were in agreement with those obtained by RNA-seq (Table 1 and S5 Table), thus validating our differential expression analysis.

## Discussion

### Expanding maize genetic and genomic resources to shed light on the mechanisms whereby the QTL6.05 locus influences cell wall degradability

We implemented a systems biology approach that combined genetic, genomic, transcriptomic and phenotypic data to begin answering the mechanisms whereby the major QTL6.05 locus influences cell wall degradability. The use of the NILs that we developed using the F271 inbred line as the recurrent parent and the RIL122 carrying F288 alleles at QTL6.05 as donor enabled us to show that substitution of F271 alleles with those of F288 at QTL6.05^i^ led to an increase of four percentage points of IVNDFD, as previously reported for QTL6.05 in QTL mapping experiments [21,22]. Consequently, the results obtained with the selected NILs most likely reflected the QTL6.05 rather the QTL6.07, which had ‘minor’ effects [21,22]. Consistently, none of the 125 common QTL6.05^i^ DE genes were located in the QTL6.07 support interval. Additionally, similar to what we observed for cell wall degradability, we found that hemicellulose content tended to be higher in the NILs^F288^ compared to the NILs^F271^. In contrast, cellulose content in the NILs^F288^ was significantly lower relative to the NILs^F271^. These data are comparable to the previous characterizations of the F288 x F271 RIL progeny [12], as well as those of a forage maize doubled haploid population [23], an association panel [87] and six mapping populations derived from European elite maize germplasm [25]. Therefore, these results, together with those of cell wall degradability, showed that the NILs developed in this study provided the suitable biological tools to understand the underlying mechanisms and genes that control cell wall-related trait variation at QTL6.05.

Gene prediction at the QTL6.05 locus from both F271 and F288 inbred lines highlighted the three genes *23*, *41* and *42* that are present in F288 but not in F271, and the gene *12* that is present in F271 and not in F288. It is noteworthy that the gene *12* was expressed in the two pairs of NILs, which might reflect relocated single-copy gene in F288. 

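With 0 counts required in every library without the pattern and at least 1 count in every library with it, 14 genes of the count table showed an SPE pattern, 12 SPE_F288 and 2 SPE_F271. Gene 42 is among the 12, as are 4 of the 7 SPE_F288 genes of Table 1, and the other 7 are not listed in Table 1 and reached at most 4 counts in a library. Requiring 5 counts left 3 SPE_F288 and 2 SPE_F271 genes. Groupings of the lines that do not follow the alleles also gave such genes. With the pattern in 4 libraries, as for SPE_F288, there were 23 for NILs 1 and 5 for 1 F288 and 2 F271, against the 12. With the pattern in the larger group of libraries, as for SPE_F271, there were 12 for NILs 2 and 12 for 1 F271 and 2 F288, against the 2. Whether the genes of those groupings had similarly low counts was not examined.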

In contrast, we evidenced 10 genes displaying SPE patterns, including the gene *42*. Hence, such SPE pattern was consistent with the absence of the gene *42* in F271 at the QTL6.05 locus interval and suggests that this gene is completely absent from the genome of F271. It was not possible to determine the fraction of genes displaying presence/absence variation among the nine other identified SPE patterns because of the lack of genomic data from both F271 and F288. Considering that low proportions of presence/absence variations had been observed among genes displaying SPE patterns [37,75,88,89], we anticipate that these nine genes (two-thirds of which have unknown function) represent cases of genotype-dependent differential gene expression. Alleles from the unfavorable NILs for cell wall degradability were activated in the favorable NILs for cell wall degradability presumably via interactions with QTL6.05^i^-specific regulatory factors from the favorable NILs. Consistently, the group of co-expressed genes that were located in QTL6.05^i^ included the maize *NAC090* ortholog involved in SA-mediated signaling pathway [83], which is one of the enriched biological processes observed here. Moreover, the nine SPE patterns were correlated with cell wall-related traits. This observation confirms the expectation that SPE can affect the phenotype variation directly [35,37] and suggests a biological role of these SPE patterns in the variation of cell wall degradability controlled by the QTL6.05 locus.

### Identification of hub genes associated with cell wall-related trait variation at QTL6.05^i^

Additionally, the systems biology approach employed in this study revealed biological processes occurring in response to allelic variation at QTL6.05^i^. First, a set of processes related to oxidation-reduction and regulation of hydrogen peroxide metabolism was included in the gene co-expression network. Two noteworthy genes are a *ferulate 5-hydroxylase* (*GRMZM2G100158*) and a *cinnamyl alcohol dehydrogenase* (*GRMZM2G118610*) involved in lignin biosynthesis [90]. 

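The ferulate 5-hydroxylase gene (GRMZM2G100158) had 16 ± 0.449 CPM in 1 F271 (SD, n = 2 samples), 29.8 in 1 F288 (no replicates), 11.7 ± 2.24 in 2 F271 and 20.9 ± 0.344 in 2 F288 (SD, n = 2 each). Its log2 fold change was 0.894 in NILs 1 (standard error 0.136, adjusted p = 0.00344 from edgeR's quasi-likelihood test) and 0.814 in NILs 2 (standard error 0.117, adjusted p = 0.00106). It was removed in step III of the main fit for its NIL effect (adjusted p = 0.0077, or 0.12 with all 10 libraries). With all 10 libraries its difference between alleles had an adjusted p-value of 0.0666 in NILs 1 and 0.021 in NILs 2. Sums by number, chosen after seeing the data, gave 0.185 and 0.148. The cinnamyl alcohol dehydrogenase gene (GRMZM2G118610) was rare and uneven, with 19, 20 and 29 counts in 1 F271, 71 in 1 F288, 32, 89 and 13 in 2 F271 and 110, 74 and 136 in 2 F288. It rose by 1.57 in NILs 1, which did not pass the threshold (standard error 0.527, adjusted p = 0.0795), and by 1.63 in NILs 2 (standard error 0.373, adjusted p = 0.0123). Its value in NILs 2 ranged from 1.17 to 3.08 as samples were left out. When the letter was added as a replicate block, with the pairing taken from the labels (mean correlation across genes of 0.148 for libraries of the same label against -0.072 for other labels), its adjusted p-value in NILs 1 was 0.0294.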

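The plant cysteine oxidase AC203989.4_FG001 rose by a log2 fold change of 1.01 in NILs 1 (standard error 0.166, adjusted p = 0.00496 from edgeR's quasi-likelihood test) and 0.953 in NILs 2 (standard error 0.139, adjusted p = 0.00113). The other, GRMZM2G113355, rose by 0.682 (standard error 0.079, adjusted p = 0.00101) and 0.361 (standard error 0.065, adjusted p = 0.00367), but was removed in step III for an interaction (adjusted p = 0.0454, or 0.118 with all 10 libraries) and a NIL effect (adjusted p = 0.0117, or 0.0466). The ACC oxidase gene GRMZM2G126732 rose by 0.834 (adjusted p = 0.0127) and 0.872 (adjusted p = 0.00238) and was removed for a NIL effect (adjusted p = 0.0301, or 0.1 with all 10 libraries). ZmRbohB (GRMZM2G300965) rose by 1.66 (adjusted p = 0.0223) and 1.62 (adjusted p = 0.00369), with 161, 433 and 189 counts in the 2 F288 libraries. In the network of the main line values these genes had 0, 7, 4 and 6 neighbors in that order. All 10 libraries as separate samples raised the adjusted p-values in NILs 1 to 0.0522, 0.00497, 0.0629 and 0.0715 in the same order.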

In addition, two *plant cysteine oxidases* (*AC203989*.*4_FG001* and *GRMZM2G113355*; *PCOs*), one *ACC oxidase* (*GRMZM2G126732*) involved in the ethylene biosynthetic pathway, one *respiratory burst oxidase* homolog gene (*GRMZM2G300965* or *ZmRbohB*) encoding a NADPH-oxidase and *ZmAKR4C9* were also observed in the gene co-expression network. These results, together with those described previously [38], support the idea that a tight and complex regulation, a long way upstream of the monolignol biosynthetic pathway, is driven by the F288 alleles at QTL6.05^i^.

Second, genes involved in hormone responses are co-expressed in the network. Notably, *ZmACS7*, the maize PCO ortholog *AC203989*.*4_FG001* and the two *ERF-VIIs*, *ZmERF71/HRE2* and *ZmERF72/RAP2*.*3*, were co-expressed in module M1 and associated with cell wall-related trait variation. PCOs were shown to oxidize the penultimate cysteine of ERF-VIIs by using oxygen as co-substrate, thereby controlling the lifetime of these proteins in Arabidopsis [91,92]. A perspective is emerging in which a diversified set of mechanisms can influence *ERF-VII* expression in order to specify their functions in a wider network of physiological pathways, in particular those activated by hormones [81,93]. In that respect, a target of ERF-VIIs, namely hypoxia responsive universal stress protein 1, has been shown to coordinate oxygen sensing by PCO/ERF74 (also known as RAP2.12) with H_2_O_2_ production by NADPH oxidases in Arabidopsis [94]. Consistently, module M1 also included one *USP* ortholog already described [38] and one maize NADPH oxidase ortholog *ZmRbohB*. Co-expression of these genes in module M1, together with the identification of the TGACG and GCCGCC motifs (included in the maize PCO ortholog *AC203989*.*4_FG001* and the *USP* gene) and the recent observation that methyl jasmonate and SA are able to modify the cell wall structure in Brachypodium [95], thus opens the exciting possibility that ERF-VIIs might play a role in the mechanisms whereby the QTL6.05 influences cell wall degradability.

Third, genes involved in protein folding and response to heat are co-expressed in the network, including *ZmHSP40* already described [38] and three maize *HSP90* orthologs. HSP40 proteins can initiate a conserved chaperone assembly line that mediates conformational changes required for the activity of many native proteins, including HSP70 and HSP90. In plants, HSP90 chaperone pathway plays crucial role in development, and known clients include auxin and JA receptors [96,97]. Furthermore, transcripts of the Arabidopsis *HSP90* orthologs of *GRMZM2G024668* and *GRMZM2G069651* were reported to move in root-to-shoot direction [98], which may indicate that they function in shoot. Overall, these results also implicate protein folding in the mechanisms underlying the QTL6.05 effects.

### Identification of four candidate genes for the targeted QTL6.05 locus

Finally, combining meta-analysis of gene co-expression network, phenotypic NIL data and specific TF binding sites within promoters revealed *ZmFKB20-1*, *ZmESMD1*, *ZmAKR4C9* and *ZmRPS23* as promising candidate genes for the targeted QTL6.05 locus. The first two genes belonged to module M4. *ZmFKB20-1* which was one of only two DE genes already identified in the targeted QTL6.05 support interval [38] belongs to the FK506-binding protein family, which contains up to 30 paralogous genes in the maize genome [77,99]. Although historically linked to immunosuppression and proline bond rotation, the physiological importance of FK506-binding proteins extends general protein folding to diverse biological processes, including hormone signaling, DNA transcription and protein trafficking. In module M4, *ZmFKBP20-1* was co-expressed with a limited set of other genes, including *ZmEXO70B1* involved in cell polarity and morphogenesis [100] and *ZmESMD1* involved in cell adhesion through as yet unidentified cell wall modifications in Arabidopsis [78]. Together, these results indicate that *ZmFKBP20-1* may function in cell wall-related trait variation and highlight the potential importance of cell adhesion in the mechanisms underlying the QTL6.05 effects.

The two other candidate genes *ZmAKR4C9* and *ZmRPS23* belonged to module M1. They both had high connectivity with other DE genes in the gene co-expression network, including the two *ERF-VIIs* and eight of the nine DE genes displaying SPE_patterns, which were found to be associated with cell wall-related traits. Comparison of multiple sequence alignments suggests that ZmAKR4C9 may be involved in detoxification mechanisms similar to those of AtAKR4C9 [101]. Consistently, gene expression of tomato *AKR4C9* was shown to be induced by hydrogen peroxide and plant hormones such as SA and JA [102], which coincide with the enriched biological processes we observed here. In contrast to *ZmAKR4C9*, *ZmRPS23* belongs to the ribosomal protein S12/S23 family that functions in translation fidelity [103]. Interestingly, several studies identified RPS23 as an enzyme substrate for the oxygenase OFD1 in fission yeast [104]. When little oxygen is around, OFD1 cannot hydroxylate RPS23. This traps OFD1 away from a TF called SRE1. As a result, unassembled RPS23 regulates SRE1 signaling by sequestering OFD1 in an oxygen-dependent manner, thereby coupling hypoxic gene expression to rates of ribosomal synthesis. Therefore, our findings raise the intriguing possibility that unassembled ZmRPS23 regulates an as yet undetermined TF-mediated signaling pathway in which ERF-VIIs may be involved.

## Conclusion

We expanded maize genetic and genomic resources to shed light on the mechanisms whereby the QTL6.05 locus influences cell wall degradability. Our data showed that the F288 alleles exploit processes related to oxidation-reduction, regulation of hydrogen peroxide metabolism and protein folding to modify cell wall degradability. Involvement of the SA, JA and ethylene pathways in the mechanisms underlying the QTL6.05 effects is also supported by expression of several related genes, identification of the TGACG and GCCGCC regulatory motifs, and co-expression of two *ERF-VIIs* that function as central nodes in the gene co-expression network. Overall, our work led to the identification of a subset of potential new cell wall regulatory genes that could be exploited to fine-tune cell wall degradability.

## Supporting information

S1 Fig Allelic variation in NILs introgressed into targeted QTL6.05^i^. The two selected pairs of NILs (BC2-S2) were field grown under well-watered conditions for DNA and mRNA sampling and phenotyping. DNA samples were used for genotyping by PCR using three markers located in the introgressed genomic region (bngl1702, bnlg1732 and bnlg345) and one outside (umc1127) as indicated in the S2 Table. L: 50 bp DNA ladder.
(PDF) Click here for additional data file.

S2 Fig F271-specific sequence identification carried out to build the panB reference genome. (i) Simulation of reads from the F288 genomic sequence using wgsim v.0.3.0. (i-ii) Alignment of F288 simulated reads and B73 (AGPv3) real reads to the F271 genomic sequence using Bowtie2 v2.2.3. (iii) Alignment of 2,322 representative transcript assemblies (RTAs) [34] to the F271 genomic sequence using gmap v.2011-08-15. (i-iii) Hard masking (with N) of common F271 genomic sequence. The same pipeline was followed to identify F288-specific sequences in the F288 genomic sequence. Together, the identified F271- and F288-specific sequences were added to the maize B73 reference genome (AGPv3) to which 2,322 RTAs were also added.
(PDF) Click here for additional data file.

S3 Fig PLM distribution in promoters of the five DE genes located in the QTL6.05 locus. PLMs colored red and blue indicate PLMs specifically present in the promoter of the considered DE gene in F271 and F288, respectively. 2: ASF1MOTIFCAMV; 5: MYBCOREATCYCB1; 6: TATCCAOSAMY; 7: ARR1AT; 8: MYCATERD1; 9: WBOXNTCHN48; 11: SITEIIATCYTC; 12: SORLIP2AT; 13: DPBFCOREDCDC3; 14: MARTBOX; 15: TATA-box; 18: part of VOZ-binding sequence; 19: TATABOX4; 21: VIP1 response elements. For detailed explanation, see ‘Materials and Methods‘ and S8 Table.
(PDF) Click here for additional data file.

S1 Table Genetic variation in the two selected BC2 30–16 and 31–04 maize lines. (XLSX) Click here for additional data file.

S2 Table List of primer sequences used in the study. (XLSX) Click here for additional data file.

S3 Table Genes found in B73 AGPv3, F271 and F288 within the QTL6.05 interval. (XLSX) Click here for additional data file.

S4 Table Phenotypic values in the two pairs of NILs introgressed into targeted QTL6.05^i^. (XLSX) Click here for additional data file.

S5 Table Comprehensive list of the 125 DE genes displaying differential expression between the NILs^F288^ and the NILs^271^. (XLSX) Click here for additional data file.

S6 Table Genes differentially expressed in the NILs^F288^ relative to the NILs^F271^ with expression profiles positively or negatively correlating with at least one of the cell wall-related traits. (XLSX) Click here for additional data file.

S7 Table PCCs for the 116 genes that are differentially expressed in the NILs^F288^ relative to the NILs^271^ and co-expressed based on a |PCC| > 0.995. (XLSX) Click here for additional data file.

S8 Table List of PLMs identified in promoters of genes that are differentially expressed in the NILs^288^ relative to the NILs^271^. (XLSX) Click here for additional data file.

S9 Table Relative expression values in the two pairs of NILs introgressed into targeted QTL6.05^i^. (XLSX) Click here for additional data file.

# Supplementary material for: A systems biology approach uncovers a gene co-expression network associated with cell wall degradability in maize
**Source:** PLoS One. 2019 Dec 31;14(12):e0227011. doi: 10.1371/journal.pone.0227011
**Supplement:** S1 Fig — The two selected pairs of NILs (BC2-S2) were field grown under well-watered conditions for DNA and mRNA sampling and phenotyping. DNA samples were used for genotyping by PCR using three markers located in the introgressed genomic region (bngl1702, bnlg1732 and bnlg345) and one outside (umc1127) as indicated in the S2 Table. L: 50 bp DNA ladder.

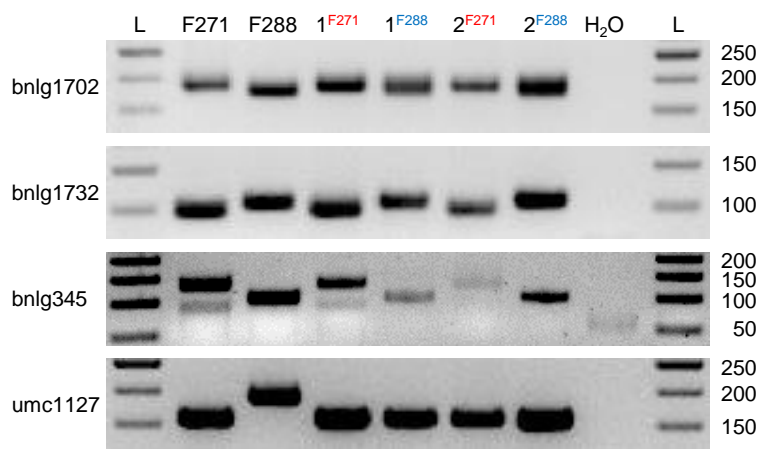

**S1 Fig. Allelic variation in NILs introgressed into targeted QTL6.05<sup>i</sup>.** The two selected pairs of NILs (BC2-S2) were field grown under well-watered conditions for DNA and mRNA sampling and phenotyping. DNA samples were used for genotyping by PCR using three markers located in the introgressed genomic region (bnlg1702, bnlg1732 and bnlg345) and one outside (umc1127) as indicated in the S2 Table. L: 50 bp DNA ladder.

# Supplementary material for: A systems biology approach uncovers a gene co-expression network associated with cell wall degradability in maize
**Source:** PLoS One. 2019 Dec 31;14(12):e0227011. doi: 10.1371/journal.pone.0227011
**Supplement:** S2 Fig — (i) Simulation of reads from the F288 genomic sequence using wgsim v.0.3.0. (i-ii) Alignment of F288 simulated reads and B73 (AGPv3) real reads to the F271 genomic sequence using Bowtie2 v2.2.3. (iii) Alignment of 2,322 representative transcript assemblies (RTAs) [34] to the F271 genomic sequence using gmap v.2011-08-15. (i-iii) Hard masking (with N) of common F271 genomic sequence. The same pipeline was followed to identify F288-specific sequences in the F288 genomic sequence. Together, the identified F271- and F288-specific sequences were added to the maize B73 reference genome (AGPv3) to which 2,322 RTAs were also added.

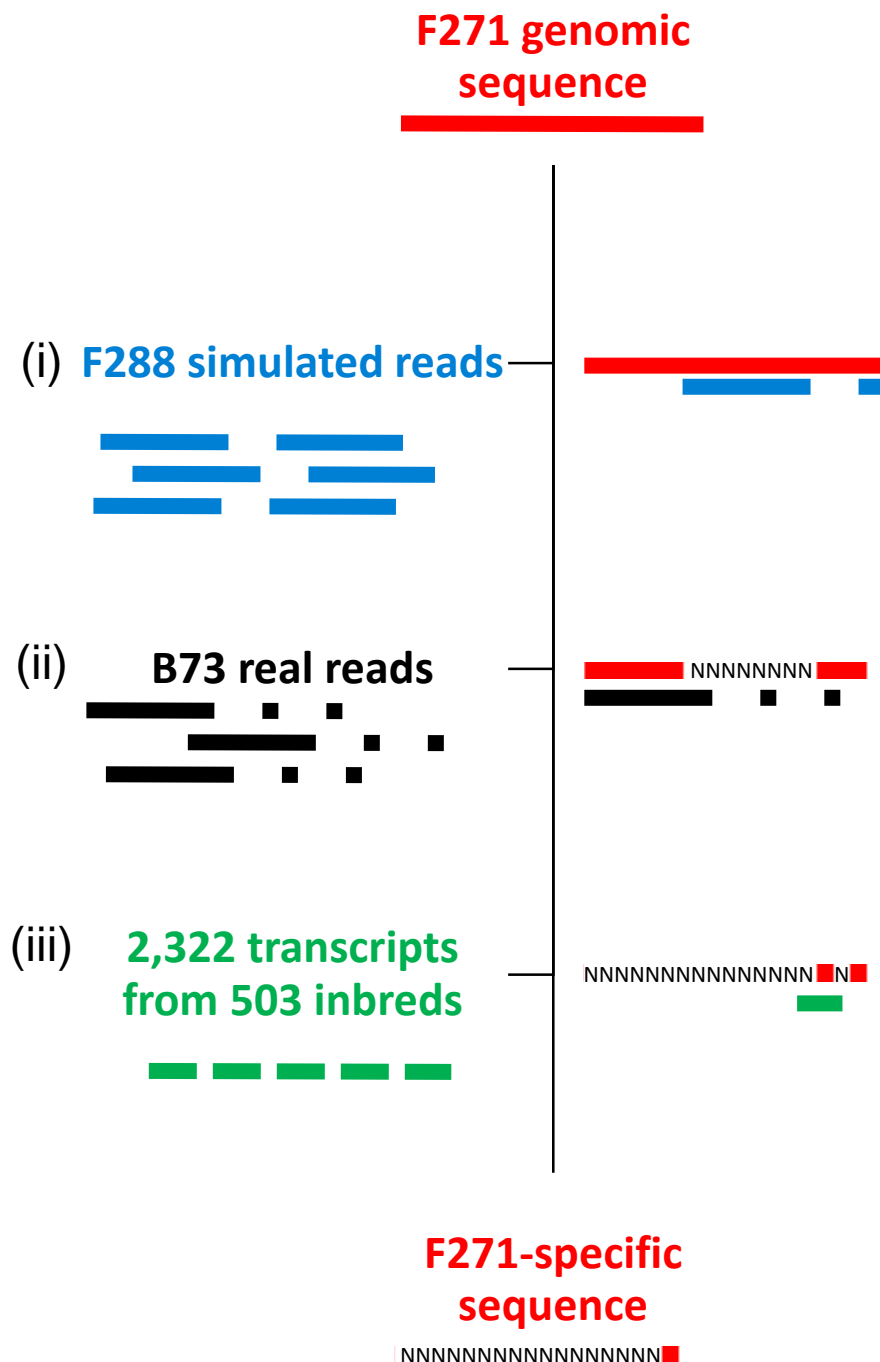

**S2 Fig. F271-specific sequence identification carried out to build the panB reference genome.** (i) Simulation of reads from the F288 genomic sequence using wgsim v.0.3.0. (i-ii) Alignment of F288 simulated reads and B73 (AGPv3) real reads to the F271 genomic sequence using Bowtie2 v2.2.3. (iii) Alignment of 2,322 representative transcript assemblies (RTAs) [34] to the F271 genomic sequence using gmap v.2011-08-15. (i-iii) Hard masking (with N) of common F271 genomic sequence. The same pipeline was followed to identify F288-specific sequences in the F288 genomic sequence. Together, the identified F271- and F288-specific sequences were added to the maize B73 reference genome (AGPv3) to which 2,322 RTAs were also added.

# Supplementary material for: A systems biology approach uncovers a gene co-expression network associated with cell wall degradability in maize
**Source:** PLoS One. 2019 Dec 31;14(12):e0227011. doi: 10.1371/journal.pone.0227011
**Supplement:** S3 Fig — PLMs colored red and blue indicate PLMs specifically present in the promoter of the considered DE gene in F271 and F288, respectively. 2: ASF1MOTIFCAMV; 5: MYBCOREATCYCB1; 6: TATCCAOSAMY; 7: ARR1AT; 8: MYCATERD1; 9: WBOXNTCHN48; 11: SITEIIATCYTC; 12: SORLIP2AT; 13: DPBFCOREDCDC3; 14: MARTBOX; 15: TATA-box; 18: part of VOZ-binding sequence; 19: TATABOX4; 21: VIP1 response elements. For detailed explanation, see ‘Materials and Methods‘ and S8 Table.

|                        |                             |
|------------------------|-----------------------------|
| <i>ZmP5CS1_F271</i>    | -----8-----13-----18-----   |
| <i>ZmP5CS1_F288</i>    | -----8-----13-----18-----   |
| <i>ZmAKR4C9_F271</i>   | -----18-----                |
| <i>ZmAKR4C9_F288</i>   | -----9-----21--             |
| <i>ZmFKBP20-1_F271</i> | -----7---11--13-----18----- |
| <i>ZmFKBP20-1_F288</i> | -2-----12-13-----18-----    |
| <i>ZmESMD1_F271</i>    | -----6-7-----13--15---19--- |
| <i>ZmESMD1_F288</i>    | ---5-----                   |
| <i>ZmRPS23_F271</i>    | -2---5-----14-----          |
| <i>ZmRPS23_F288</i>    | -2---5--7-----14-----       |

**S3 Fig. PLM distribution in promoters of the five DE genes located in the QTL6.05 locus.** PLMs colored red and blue indicate PLMs specifically present in the promoter of the considered DE gene in F271 and F288, respectively. 2: ASF1MOTIFCAMV; 5: MYBCOREATCYCB1; 6: TATCCAOSAMY; 7: ARR1AT; 8: MYCATERD1; 9: WBOXNTCHN48; 11: SITEIIATCYTC; 12: SORLIP2AT; 13: DPBFCOREDCDC3; 14: MARTBOX; 15: TATA-box; 18: part of VOZ-binding sequence; 19: TATABOX4; 21: VIP1 response elements. For detailed explanation, see ‘Materials and Methods’ and S8 Table.

How the deposited data were processed for this re-analysis (not part of the article)

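Internodes of the 4 near-isogenic lines, 1 F271, 1 F288, 2 F271 and 2 F288, were sequenced by RNA-seq at the tasseling stage. The authors mapped the trimmed reads to the panB reference, which adds representative transcript assemblies and the F271 and F288 sequences of the locus to the maize AGPv3 reference, with TopHat2 and counted reads per gene with HTSeq-count, and the deposited values are raw counts, whole numbers without normalization, for 32446 features in 10 libraries. Everything after the count tables was computed anew. No reference genome came with the files, so gene identifiers and coordinates are those of the count tables and of the paper's tables.

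The libraries hold between 28534921 and 36100346 counts on genes, and 3 counts correspond to between 0.0831 and 0.105 CPM. Samples were grouped by line from the sample labels. The paper states 2 row replicates per line with 1 sample of 1 F288 removed. The libraries of a line that share a letter (E or I) were summed in the main fit, which gave 7 samples, 2 for each line and 1 for 1 F288. The agreement of the libraries, tested with Pearson's chi-square statistic over genes with at least 20 counts in the pair, spoke against this reading of the letters, as the E_1 and I_1 libraries of a line differed less than E_1 and E_2. The main fit was kept as fixed. All 10 libraries as separate samples and, chosen after seeing the data, sums of libraries with the same number are given beside it. This holds for the numbers of DE genes and for part of the single genes.

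The steps of the paper's procedure were followed with edgeR 4.0.16 in R 4.3.3, but not its models. The paper describes a negative binomial model fitted to each pair of NILs in step II. The main fit here took all 4 lines together, and a separate fit per pair was an alternative. Genes were kept with filterByExpr by line (25483 genes), counts were normalized with TMM, and 1 quasi-likelihood fit of the 4 lines gave the allele × NIL interaction, the NIL effect averaged over both alleles and the difference between alleles within each pair. P-values were adjusted with the Benjamini-Hochberg method at 0.05. Genes with a NIL or an interaction effect were removed, and genes left in both pairs with the same direction were called common. In addition, the 3 samples with F288 alleles were compared with the 4 samples with F271 alleles, and all 35 splits of the 7 samples into 3 and 4 were fitted the same way. Fold changes are on the log2 scale. The standard error given with a fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It therefore restates the test and is not a separate estimate from the fitted model. CPM (scaled counts) use TMM-scaled library sizes, with the SD over the samples of a line.

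The alternatives fixed before the counts were seen were all 10 libraries as separate samples, only the first library of each letter, the likelihood ratio test, DESeq2 1.42.0, RLE size factors, no filter on low counts, the letter as a replicate block, a separate fit per pair, the last combined with all 10 libraries and the likelihood ratio test, step II without removal, a threshold of 0.01, the pair as a covariate of the allele comparison, and leaving out each sample in turn. Genes named in the text are those that the paper names for their expression, those marked SPE in Table 1, the qRT-PCR reference genes, and the 5 genes with the largest mean absolute change among common DE genes outside Table 1, a rule fixed before the counts were seen.

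For the correlations and the network, the expression of a line was the natural log of its normalized level, and a line without counts took the value -100000000 that the paper's S5 Table uses, or 0.5 counts in the alternative. The paper's criteria, an absolute Pearson coefficient above 0.95 with a trait and above 0.995 between genes, were applied to the n = 4 lines with numpy 2.4.6, pandas 2.3.3 and networkx 3.6.1, and only counts of genes and pairs are reported, since coefficients over 4 lines carry little information. The trait values are the line means in the paper's S4 Table.

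The tests were run on simulated counts with a single mean per gene over all samples and the depths of the samples, in which 200 well-counted genes were changed by known factors. The simulation held no NIL effect, no interaction and no dependence between samples. Its recovery and its false calls therefore do not measure how the stepwise removal performs on these data. The quasi-likelihood procedure recovered 84.5% of them with 0 other genes called common, the likelihood ratio test 89.5% and DESeq2 81%. The comparison of alleles over 7 samples recovered 97.5% but also called 27 unchanged genes, more than its adjusted threshold allows.

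The enrichment of gene ontology terms, the promoter motifs, the positions of genes 12 and 43a and the comparison with recombinant inbred lines were left out, because what they need is not in the files analysed here.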

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

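The difference between the alleles depended on the pair of NILs for many genes. The allele × NIL interaction passed an adjusted p-value of 0.05 for 7317 of the 25483 genes tested (edgeR's quasi-likelihood test), and for 5 of the 44 named genes with a test. This is a test of the difference itself. A deviation of the single 1 F288 sample is a candidate explanation, because nothing replicates it. If it were the cause, 1 F271 and 2 F271, with 2 samples each, would differ by fewer than 0.5 times as many genes as 1 F288 and 2 F288. They differed by 7277 genes, against 5398, so the prediction was not met. A deviating 1 F288 sample is still not ruled out, because the comparison of the F271 lines has more samples. It also counts differences between the pairs that both alleles share and that carry no interaction. This prediction was written after the interaction was seen. When the 7 samples were split into 1 F288 and 2 F271 on one side and 1 F271 and 2 F288 on the other, 2433 genes passed the threshold, against 26 for the split by allele. Swapped labels of 2 lines would also give such a pattern. All 9 genes marked SPE in Table 1 had higher counts in every library of the labelled allele than in any other library. This does not decide the question, because the genes were marked for following the same labels, and a swap of 2 lines with the same allele would leave them unchanged. The pattern cannot be told apart from such a swap. That prediction, too, was written after the pattern was seen. Differences between rows of the field, the stage of the plants at harvest and remaining donor segments outside the region were not recorded per library and could not be tested, so no biological explanation is called.

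Among the named genes, the interaction reached an adjusted p-value of 0.0124 for gene 11 (GRMZM2G146152), 0.0169 for ZmEXO70B1 (GRMZM5G869403), 0.0468 for the HSP90 ortholog GRMZM2G024668, 0.0454 for the plant cysteine oxidase GRMZM2G113355 and 0.0179 for the reference gene ZmGRP2 (GRMZM2G080603). In the fit of all 10 libraries the values were, in the same order, 0.00635, 0.0366, 0.224, 0.118 and 0.0221, so 2 of the 5 no longer passed the threshold. Sums by number, chosen after seeing the data, gave 0.05, 0.143, 0.466, 0.224 and 0.066, none of them under the threshold. The first 4 moved in the same direction in both pairs and differed in size. Gene 11 rose by 0.712 in NILs 1 and 1.146 in NILs 2, and ZmEXO70B1 by 0.708 and 1.216. GRMZM2G024668 rose by 1.845 and 0.81, and GRMZM2G113355 by 0.682 and 0.361. ZmGRP2 changed by -0.121 and 0.339. Gene 11 was higher with F288 alleles and lies in the locus, yet it is absent from Table 1. Its removal for a NIL or an interaction effect may explain this, and with all 10 libraries the lower of the 2 adjusted p-values was 0.00635, as predicted before the fit.

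In 2 of the 46 named genes, 1 of the 4 samples with F271 alleles lay far from the others. For gene 23 (GRMZM2G143745) and for GRMZM2G151452 the gap to the nearest sample was the whole range of the group, a ratio of 1. Both cases rest on a single count, in a 2 F271 library, beside 0 counts in all other samples with F271 alleles, so sampling noise alone can give them. No explanation was tested for them.

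The common set of the main fit holds 77 genes that Table 1 does not list. The 5 with the largest change are GRMZM2G151452, GRMZM5G818655, GRMZM2G164909, GRMZM2G128560 and GRMZM2G161382. GRMZM2G151452 had 123 counts in 1 F288, 153, 173 and 246 in 2 F288, a single count in 1 library of 2 F271 and 0 in the other libraries with F271 alleles. Its log2 fold change was 10.37 in NILs 1 (standard error 0.612, adjusted p = 1.84e-04 from edgeR) and 9.07 in NILs 2 (standard error 0.403, adjusted p = 2.95e-06), higher in 4 of 4 libraries with F288 alleles. It stayed past the threshold in every setting run for single genes. The pattern is the one for which Table 1 marks other genes as SPE. The other 4 genes were less stable. With all 10 libraries as separate samples only GRMZM2G161382 of these 4 stayed past the threshold in both pairs, and with libraries of the same number summed none did. Of the 77 genes, most are sensitive to the grouping of libraries, since only 2 common genes outside Table 1 were left after sums by number. No biological explanation was tested for this set.

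Beside the genes marked in Table 1 and gene 42, 7 genes had an SPE_F288 pattern, with 0 counts in the 6 libraries with F271 alleles and at least 1 count in each of the 4 libraries with F288 alleles. None of the 7 exceeded 4 counts in a library. Groupings of lines that do not follow the alleles gave 23, 12, 12 and 5 genes with 0 counts on one side, so such patterns also arise without the alleles. Whether the genes of those groupings had similarly low counts was not examined. No further explanation was tested.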

How the results depend on the processing

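The alternatives were listed before the processed files arrived, except those named here as added, which were chosen after seeing the data: sums of libraries with the same number, the library number as a replicate block, and other definitions of the NIL effect. For the number of genes with a NIL effect, no alternatives had been listed, and the same settings were run.

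The number of genes with counts, of genes meeting the correlation criterion (54 in the main setting) and of gene pairs meeting the co-expression criterion (325) stayed within 1.5 times the main value in every alternative listed for them, while 1 library per line gave as few as 208 pairs (E_2). The number of interaction genes (7317) moved to 4124 with sums by number and to 4027 at an adjusted p-value of 0.01. For the paper's 125 genes, 111 passed the threshold in both pairs in the main fit, 55 at an adjusted p-value of 0.01 and 29 with sums by number. Genes with a single pattern expression fell from 14 to 5 when 5 counts per library were required.

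The count of common DE genes, 153 in the main fit, was 281 with the first library of each letter, 378 with the replicate block by letter, 329 with step II only, 59 at 0.01, 31 with sums by number and 258 with only interaction genes removed. For NILs 1 the main fit gave 443 DE genes. All 10 libraries as separate samples gave 288, the first library of each letter 791, the replicate block by letter 745, all 10 libraries with the likelihood ratio test and a fit per pair 222, step II only 3874, a threshold of 0.01 196, sums by number 62 and removal of interaction genes only 688. For NILs 2 the main fit gave 1405, against 2193 with the replicate block by letter, 2439 with all 10 libraries, the likelihood ratio test and a fit per pair, 6690 with step II only, 730 at 0.01, 637 with sums by number and 2243 with all 10 libraries and the library number as a block. Genes with a NIL effect numbered 4351 in the main fit, 8235 with the first library of each letter, 7008 with the replicate block by letter, 1216 with sums by number and 513 in an additive model.

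The comparison of 3 samples with F288 and 4 samples with F271 alleles gave 26 genes. It was the least stable result, with 108 genes for all 10 libraries, 54 for the first library of each letter, 176 for the likelihood ratio test, 288 for DESeq2, 10 for the replicate block by letter and 56 for the pair as a covariate. Fits that each left out 1 sample gave from 0 to 66 genes with an allele effect, from 305 to 555 DE genes for NILs 1, from 421 to 1946 for NILs 2, from 80 to 145 common DE genes, from 4986 to 7654 interaction genes, from 2880 to 5543 genes with a NIL effect and from 69 to 111 of the paper's 125 genes. Leaving out the only 1 F288 sample gave values only for the allele comparison and for NILs 2 of the named genes.

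The sums decide which libraries count as replicates. The E_1 and E_2 libraries differ more than E_1 and I_1, so that sums by number keep the larger difference as the spread between replicates, and sums by letter average it. This may be why sums by number gave few genes, for example 31 common DE genes. The letter as a block removes a component that 3 of the 4 lines share, and with 7 samples it leaves few residual degrees of freedom.

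Of the 88 log2 fold changes of named genes, 39 kept their direction and their side of the threshold in every setting run for single genes. Of 1093 rows, 111 no longer passed the threshold, 22 newly passed it and 5 were reversed, with 38 of the 111 in the sums by number. The replicate block by letter brought 6 values past the threshold and lost 1. The reversed rows all belong to gene 21 (GRMZM2G130746) in NILs 1, whose main value of -0.0036 is close to 0. It was 0.0138 with the first library of each letter, 0.0126 with DESeq2, 0.0132 with RLE size factors, 5.92e-04 with the replicate block by letter and ranged from -0.0224 to 0.014 as samples were left out, with 0.014 without the E sample of 1 F271.

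Depth limits the rare genes. Genes 42 and 23 were not tested in the main fit, and GRMZM2G465835, with at most 13 counts in a library, had standard errors of 1.258 and 0.846.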

Differences from the paper's values

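For NILs 1 the main fit gave 443 DE genes, against the paper's 241. Of the alternatives set before the files arrived, all 10 libraries as separate samples (288), DESeq2 (334), all 10 libraries with the likelihood ratio test and a fit per pair (222), a threshold of 0.01 (196) and the fit without the E sample of 1 F271 (305) came within 1.5 times the paper's value, and the others did not. For NILs 2 the main fit gave 1405 DE genes, against the paper's 2794. All 10 libraries as separate samples (1901), the replicate block by letter (2193), all 10 libraries with the likelihood ratio test and a fit per pair (2439) and the fit without the E sample of 1 F271 (1946) came within that range, and the others did not. The main fit had 81 downregulated common DE genes, against the paper's 52. All 10 libraries as separate samples (59), DESeq2 (52), RLE size factors (76), the separate fit per pair (69), all 10 libraries with the likelihood ratio test and a fit per pair (40) and the 6 fits that left out a sample (37 to 72) came within range, while the likelihood ratio test, no filter, the first library of each letter, the replicate block by letter, step II only and a threshold of 0.01 did not.

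Further settings were run after the files arrived, partly to see how the paper's numbers arise, namely 11 early four-group fits and a grid of 48 settings over the treatment of libraries, the test, the filter and the definition of the NIL effect, each with a separate fit per pair. The grid gave from 23 to 357 common DE genes. With all 10 libraries, the likelihood ratio test, no filter and a NIL effect from an additive model, it gave 238 DE genes for NILs 1, 2772 for NILs 2 and 123 in common, of which 99 are in Table 1, against the paper's 241, 2794 and 125. With libraries of the same number summed, the quasi-likelihood test, no filter and the additive NIL effect, it gave 312, 2741 and 124. These were chosen after seeing the values, are not the main result and are not known to be the paper's method. The line values in the paper's S5 Table lay closest to those from all 10 libraries, with median absolute differences of 5.39e-04 to 6.74e-04 per line. For sums by letter the medians were 0.0152 to 0.0221, and for sums by number 9.83e-04 in 1 F288 and 0.0258 to 0.032 elsewhere. This points to all 10 libraries for the paper's line values and leaves its test and filter open.

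Of the 7 genes that the paper marks SPE_F288, 4 had 0 counts in every library with F271 alleles and at least 1 count in every library with F288 alleles. With at least 5 counts required, 3 did. This alternative is stricter than the main definition, so it could not have closed the gap. The remaining genes marked SPE_F288 missed the definition by single counts, at most 1 in any library with F271 alleles. Gene numbers by trait also differed. The paper has 3 genes correlating with 6 traits, 20 with 3 traits and 15 with 1 trait, and the line values computed here gave 0, 1 and 41. Neither 0.5 counts for lines without counts (0, 1 and 43) nor all 10 libraries (0, 2 and 44) closed the gap. Both alternatives changed the expression values only, so they could not close a gap that lies in the trait values. ZmRPS23 had 7 neighbors in the network, against the paper's 13. Line values from all 10 libraries gave 13 and those with 0.5 counts for lines without counts gave 9, and both came within 1.5 times the paper's value.

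In the paper's S6 Table, the coefficients between genes and traits differ from those computed from all 10 libraries and the line means of S4 Table by a median of 0.211, while 327 of the 329 pairs of genes in S7 Table were found again. The line expression values of S5 Table were also matched by all 10 libraries, with median absolute differences of 5.39e-04 to 6.74e-04 per line over 93 or 94 genes. For these genes this argues against the expression values as the source of the difference. The trait values were not varied. The paper counts ZmAKR4C9, ZmFKB20-1 and ZmESMD1 among the genes correlating with a trait, and here each of them met the criterion with 0 traits. It places ZmACS7 and 2 HSP90 orthologs (GRMZM2G012631 and GRMZM2G069651) among the correlating genes, and these met it with 0 traits as well. Of the named genes in Table 1, GRMZM2G164405, GRMZM2G465835, ZmHSP40, GRMZM2G069651 and GRMZM2G118610 passed the threshold in at most 1 of the pairs in the main fit, and ZmEXO70B1, GRMZM2G041714, GRMZM2G024668, GRMZM2G100158, GRMZM2G113355 and GRMZM2G126732 were removed in step III. With the replicate block by letter, set before the files arrived, all of the first 5 but GRMZM2G465835 passed the threshold in both pairs. Gene 23 is described as not measurable, and it had single counts in 3 libraries, namely 1 in 1 F288, 1 in 2 F271 and 1 in 2 F288.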

Other observations

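Within lines, more genes differed between libraries numbered 1 and 2 than between libraries lettered E and I. With the number as a factor beside the line, 508 genes passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test), and with the letter 7 did. One reading is that the number marks the row and the letter a library of it, and the result of 508 genes against 7 is consistent with that. The prediction was written after the chi-square statistics had been seen. Neither the labels nor the paper settle the reading.

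The comparison of 3 samples with F288 and 4 with F271 alleles gave 26 genes with an adjusted p-value under 0.05, 22 of them in Table 1. Of the 35 splits of the 7 samples into 3 and 4, 3 gave at least as many genes, namely the split by allele itself, the split by pair (427 genes) and the split of 1 F288 and 2 F271 from the rest (2433 genes). The other 32 gave 0 genes. All 3 are the splits that keep the samples of each line together, so the count of 26 genes does not by itself separate an allele effect from other differences between lines. The split by letter gave 0 genes, as did every split that divides lines, so by this split the 26 genes cannot be told apart from a difference between the E and I libraries. Other fits bear on it. Within lines 7 genes differed by letter, and with the letter as a replicate block 10 genes had an allele effect. Both predictions were written before the splits were fitted.

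More genes passed the threshold in NILs 2 than in NILs 1, 1405 against 443. The number of samples in the pair is a candidate explanation. With 1 sample of 2 F288, NILs 2 had 421 genes against 555 for NILs 1 when the E sample was left out, and 718 against 452 when the I sample was left out, so that NILs 2 still led in 1 of the 2 fits, and the number of samples cannot be ruled out. Of the 10 splits of the 6 NILs 2 libraries into 3 and 3, only 1, the split by allele, gave genes, 8109 in number, and 10 splits cannot give a share below 0.1. These predictions were written before the fits.

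In the paper's network, 15 of the 16 pairs with a coefficient of 1 or -1 join genes marked SPE, and a value of -100000000 for lines without counts stands behind them. If that value made the pairs, fewer than 0.5 of the 36 pairs of SPE genes would meet the criterion with 0.5 counts in its place. With all 10 libraries 18 pairs did, which is at the limit set in advance, and with 7 samples 20, so the prediction was not met. This does not decide the question, because 0.5 counts again give a low value to the same lines. The test also counted pairs above 0.995, not coefficients of 1 or -1. Genes with 0 counts in the same 2 lines share their contrast in any case.

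The gene pairs meeting the co-expression criterion did not persist between libraries. Of 326 pairs found with all libraries and a floor of 0.5 counts, 5 were found with every choice of 1 library per line, as predicted if differences between libraries of a line decide which pairs pass. The 4 line values may therefore owe much of the detail of the network to single libraries. The shared difference between alleles alone did not give as many pairs. In 1000 draws that kept each gene's difference between alleles and drew the signs of its other components, 0 draws gave the 324 pairs of the data, but the draws had 256.3 pairs on average of 7750 possible pairs, and the highest draw fell short of the data by only 2 pairs. A large part of the pairs may therefore come from the common difference between alleles, for which the genes were chosen. The predictions were written before the tests.

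The number of genes meeting the correlation criterion with at least 1 trait was 54 with the real trait values. Of the 24 assignments of the trait values to the 4 lines, 10 gave at least as many genes, the real one included. As predicted before the test for this case, the count is consistent with an assignment of values to lines that carries no information on the traits, and it does not separate a relation with the traits from the difference between alleles.

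Counts of pairs of libraries from different lines were closest for 1 F271 and 2 F288, with a median chi-square per degree of freedom of 33.66, for 1 F288 and 2 F271 with 33.95 and for 1 F271 and 1 F288 with 33.38, and farthest for 1 F271 and 2 F271 with 55.78, which share the alleles at the introgressed region.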
